# Symmetry breaking of tissue mechanics in wound induced hair follicle regeneration of laboratory and spiny mice

**DOI:** 10.1038/s41467-021-22822-9

**Published:** 2021-05-10

**Authors:** Hans I-Chen Harn, Sheng-Pei Wang, Yung-Chih Lai, Ben Van Handel, Ya-Chen Liang, Stephanie Tsai, Ina Maria Schiessl, Arijita Sarkar, Haibin Xi, Michael Hughes, Stefan Kaemmer, Ming-Jer Tang, Janos Peti-Peterdi, April D. Pyle, Thomas E. Woolley, Denis Evseenko, Ting-Xin Jiang, Cheng-Ming Chuong

**Keywords:** Biophysics, Cell biology, Developmental biology, Stem cells, Skin diseases

## Abstract

Tissue regeneration is a process that recapitulates and restores organ structure and function. Although previous studies have demonstrated wound-induced hair neogenesis (WIHN) in laboratory mice (*Mus*), the regeneration is limited to the center of the wound unlike those observed in African spiny (*Acomys*) mice. Tissue mechanics have been implicated as an integral part of tissue morphogenesis. Here, we use the WIHN model to investigate the mechanical and molecular responses of laboratory and African spiny mice, and report these models demonstrate opposing trends in spatiotemporal morphogenetic field formation with association to wound stiffness landscapes. Transcriptome analysis and K14-Cre-Twist1 transgenic mice show the Twist1 pathway acts as a mediator for both epidermal-dermal interactions and a competence factor for periodic patterning, differing from those used in development. We propose a Turing model based on tissue stiffness that supports a two-scale tissue mechanics process: (1) establishing a morphogenetic field within the wound bed (mm scale) and (2) symmetry breaking of the epidermis and forming periodically arranged hair primordia within the morphogenetic field (μm scale). Thus, we delineate distinct chemo-mechanical events in building a Turing morphogenesis-competent field during WIHN of laboratory and African spiny mice and identify its evo-devo advantages with perspectives for regenerative medicine.

## Abstract (web summary)

How hair follicle regeneration arises readily in some species ie. spiny rather than laboratory mice, is unclear. Here, authors compare them, showing an optimal stiffness is needed for placode formation and the difference in hair follicle regenerative behaviour after wounding is linked to Twist1.

## Introduction

The ultimate goal of regenerative medicine is to restore the function and structure of the original tissue. Wound healing in adult humans and mice generally undergoes re-epithelialization successfully yet fails to develop further, resulting in a scar with excess collagen and an absence of other skin appendages such as hair follicles. To facilitate regenerative wound healing, we look into skin development to recapitulate principles of hair follicular neogenesis.

Patterns form with the break of homogeneity and lead to the emergence of new structure or arrangement^1^. In skin development, Turing reaction-diffusion was shown to be involved in the periodic pattern formation of feathers and hairs^2,3^. Yet, before periodic patterning occurs, a morphogenetic field competent for Turing mechanism must take place; this should have proper cell density, the ability to secret morphogens, and appropriate morphogen receptors^4^. Within the morphogenetic field, FGFs, Wnt/β-catenin and Edar^5–7^ signaling activate the epithelial cells to aggregate and form hair placodes, which later interact with the dermal condensate (DC) and invaginate into the dermis to form the foundation of a hair follicle. This process is characterized by a series of cohesive molecular signaling and also physical cellular events such as cell aggregation, collective cell migration and proliferation. Wnt/β-catenin signaling has been shown imperative to progress these cells into morphogenesis, in which a series of other signaling molecules such as Lef1, Sox2, Edar, Shh, MMP and Twist2 are also expressed^8,9^.

Dynamic mechanical changes also occur during morphogenesis^10,11^. For epithelial cells to collectively migrate during morphogenesis, there must be an emergence of a local active stress acting at cell-cell or cell-matrix interfaces that creates an anisotropic force field^12–14^. Force generation by myosin-II motors on actin filaments have been shown to drives cell and tissue morphogenesis in drosophila embryonic development^15^. In other words, in order for hair placode to form and invaginate, the epithelial cells must overcome the physical barrier provided by the dermal cells and the extracellular matrix (ECM) in order to invaginate into the dermis. While previous studies uncovered mechanisms that can turn on/off hair follicle development, the chemo-mechanical dynamics that allows epithelial placode to form and invaginate into the dermis is largely unknown. Previously, Oster, Murray and Harris constructed a mathematical model that described the action of motile cells that could produce stress on their environment and thereby produce heterogeneous spatial patterns through mechanical means^16^. This basic theory assumes there are two populations: a motile population of cells, n, which can produce stress; and a tissue substratum, the ECM, which has density. Critically, the ECM is treated as a viscoelastic material, meaning that the ECM will deform subject to the traction forces produced by the cells. Critically, if the forces are added and removed quickly the ECM will relax back to its original shape. The convergence of these morphological and molecular asymmetries lead to the formation of DC^17^ and activation of β-catenin in the adjacent epidermal cells to initiate feather bud gene expression^18,19^.

In the avian skin development, the early formation of the morphogenetic field is recognized as the feather tract field, and individual buds form sequentially or simultaneously within the tract field, with some species-based differences^4,18,20^. This implies there are different ways to make competent morphogenetic fields^21^, while the region outside of the tract field becomes the apteric region. Thus, in skin development, periodic generation of skin appendages occur in two steps: first the formation of morphogenetic field and then the periodic patterning of cell collectives within the field.

Wound-induced hair follicle neogenesis (WIHN) is a regenerative outcome of wound healing where fully function hair follicles develop de novo from the center of large full thickness excisional wounds^22^. This observation was originally described in rats, rabbits, sheep and even humans, and investigated in depth in recent years^23–26^. Cells in wound bed may use different paths to reach the morphogenetic competent state. We contemplate that to regenerate new hair follicles in the wound bed of the adult skin, a morphogenetic field also has to be established first, which then allows periodically arranged hair germs to be generated. Since adult cells have different epigenetic landscapes from embryonic cells, the generation of hair placodes in the adult may not follow the exact pathway as in development. Investigating the chemo-mechanical dynamics of the epithelial cells and the ECM during hair follicular neogenesis would facilitate our understanding on how to set up the morphogenetic field and initiate the signaling events, which would have translational potential.

In search for the ultimate regeneration model, the African spiny mouse (*Acomys cahirinus*) serves as an adequate model to study complete skin regeneration. The spiny mouse has evolved to give away up to 70% of its skin to its predator and still remarkably regenerates its entire skin and appendages^27–29^. Its skin is mechanically softer (20 times) than the laboratory mouse (*Mus musculus*) and much easier to break (77 times less energy required)^27^. The gene expression profiles of the spiny mouse wound show a dampened response of collagen, MMP and inflammatory molecules after wounding, suggesting an alternative microenvironment to enrich hair neogenesis^30^. On the other hand, studies in laboratory mice have shown that traction, or tension across the skin or wound, causes hypertrophic scar through FAK signaling^31^, implying the significance of tensile state of the connective tissue to tissue functioning^32,33^. Nevertheless, the initiating events and how these findings can translate into our understanding in laboratory mice and human remain to be explored. Thus we hypothesize that spatial tissue mechanics of the wound partake in establishing the morphogenetic field for hair follicular neogenesis, and there lies a chemo-mechanical signaling event that initiates the symmetry breaking of the epidermis and leading to placode formation and invagination. We show Twist 1 pathway plays a key role in modulating tissue stiffness and facilitate hair formation. Furthermore, by delineating the common and distinct features of laboratory and spiny mouse during WIHN, we learn from evo-devo advantages to provide perspective for future implications.

## Results

### Tissue mechanics set up morphogenetic field for wound-induced hair neogenesis

To examine the effects of tissue mechanics on wound induced hair neogenesis, we first created 1 × 1 cm full thickness wounds on the dorsal skin of 3-week-old C57Bl/6 mice, and observed new hair follicles formed at the center of the wound on post-wound day 28 (PWD28, Fig. 1a–c). To investigate the spatial stiffness distribution of the wound bed, we used an atomic force microscopy (AFM)^34^ to measure across the wound (Supplementary Fig. S1a), and calculated tissue stiffness from force–displacement curves (Supplementary Fig. S1b, c) using a modified Hertz model^35,36^. We found that the center of the PWD14 wound, where de novo hair follicles can be observed, is significantly softer than the wound periphery (28.0 ± 1.1 vs 10.5 ± 0.6 kPa, Fig. 1d, e).

**Fig. 1:**
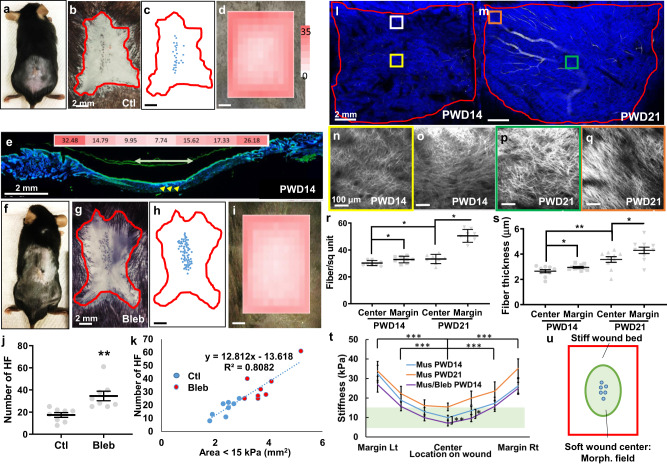
Tissue mechanics set up morphogenetic field for wound-induced hair follicle neogenesis. **a** A PWD28 C57Bl/6 mouse. **b** AP staining showing de novo hair follicle formation at the center of the wound bed at PWD28. **c** Schematic diagram showing the location of regenerated hair follicles (blue dots) in **b**. **d** Stiffness heatmap overlaying the PWD14 wound. Colorimetric unit: kPa. **e** Cross-sectional view of the PWD14 wound and distribution of wound stiffness. Yellow arrow heads indicate the formation of hair placodes. Heatmap and number indicate the spatial stiffness of the whole wound bed. Unit: kPa. Green arrow indicates the range of the morphogenetic field. **f** A Bleb-treated mouse on PWD28. **g** AP stain showing the number of hair follicles increased significantly upon Bleb treatment. **h** Schematic diagram of hair follicles (blue dots) in **g**. **i** Stiffness heatmap of PWD14 Bleb-treated overlaying wound. **j** Dot plot showing changes in HF upon Bleb treatment. *n* = 8 biologically independent animals. Data are presented as mean values ± SEM. *p* = 0.003, unpaired two-sided *t*-test. **k** The area of the wound bed under 15 kPa positively correlates with the number of hair follicles. SHG of **l** PWD14 and **m** PWD21 wounds. The color squares indicate the location of corresponding enlarged photos from **n** PWD14 center, **o** PWD14 margin, **p** PWD21 center and **q** PWD21 margin of the wound image. **r** Dot plot showing the number of fibers per square unit. PWD14 C/M: *p* = 0.0323, PWD14/PWD21 C: *p* = 0.0495, PWD21 C/M: *p* < 0.0001. **s** Fiber thickness in respective wound time and location. PWD14 C/M: *p* = 0.0454, PWD14/PWD21 C: *p* = 0.0020, PWD21 C/M: *p* < 0.0461. **r**, **s** Data are presented as mean values ± SD. *n* = 8 regions examined over four biologically independent animals. One-way ANOVA, Tukey test. **t** Summary graph of wound stiffness on PWD14 and PWD21 with respect to wound location and Bleb treatment. *n* = 10 regions examined over five biologically independent animals per location per condition. Data are presented as mean values ± SD. *p = 0.0478; **p = 0.0061; ***p < 0.0001. One-way ANOVA, Tukey test. **u** Illustration of tissue mechanics partake in setting up the morphogenetic field for WIHN. Red line: wound margin. Green: soft, morphogenetic field. Blue: hair placodes. Ctl: control; Bleb: Blebbistatin; HF: hair follicle; sq: square; Lt: left; Rt: right; Morph: morphogenetic. The images in **a**–**i** represent 8 out of 8 experiments performed. The images in **l**–**q** represent 4 out of 4 experiments performed.

To evaluate whether the observed tissue stiffness plays a role in hair follicle neogenesis, we treated the wound daily from PWD10 to PWD16 with 100 μM of Blebbistatin (Fig. 1f), and observed an increase in the number of hair neogenesis (Fig. 1g, h) and decrease in the stiffness of the wound bed (Fig. 1i). Statistically, Blebbistatin significantly increased the number of resultant hair follicles from 17.4 ± 2.1 to 34.5 ± 4.3 kPa (Fig. 1j, *n* = 8), and significantly increased the area of the wound bed that is under 15 kPa from 2.38 ± 0.13 to 3.70 ± 0.26 mm^2^ (Supplementary Fig. S1d). To correlate tissue stiffness with hair neogenesis, we quantified and plotted the area of the wound under 15 kPa versus the number of hair neogenesis observed in each wound, and found a strong correlation (*R*^2^ = 0.8082), suggesting stiffness may contribute to creating the morphogenetic field for hair neogenesis (Fig. 1k).

We further explored the molecular constituents of the wound stiffness. Collagen has been implicated as the main ECM of the wound^37^, hence we used second harmonic generation (SHG) to visualize the amount and organization of collagen fibrils in the wound (Fig. 1l–q). Generally speaking, fibers in PWD14 wounds are thinner and less dense than in PWD21 ones. Both the fiber density and thickness are significantly higher in the wound margin than in the wound center in PWD14 and PWD21 (Fig. 1r, s). Hence, the spatiotemporal organization of collagen fibrils in the PWD14 and PWD21 wound beds corresponds to its respective stiffness of the wound (Fig. 1t). This implies the wound bed needs to be softer than 15 kPa for hair neogenesis to occur (green bar, Fig. 1t). Blebbistatin treatment not only softened the entire wound bed, but also more importantly, significantly lowered the stiffness of intermediate margin-center region of the wound (blue and purple lines, Fig. 1t), hence setting up a larger morphogenetic field competent for hair neogenesis (green bar, Fig. 1u). These results suggest tissue mechanics play an important role in hair neogenesis, and the spatial organization of collagen fibrils may be the main constituent of tissue stiffness in the wound bed.

### African spiny mice exhibit an optimal range of tissue stiffness for placode formation

The African spiny mice are known to have robust ability in WIHN (Fig. 2a). Unlike laboratory mice that show de novo hairs only in the center of the wound bed, new hair follicles were observed across the entire wound bed on PWD28 (Fig. 2b, c). To explore how these events occur over time, we examined the spatiotemporal pattern of hair placode emergence in spiny mice. Interestingly, we found an opposite trend. In spiny mice, the hair placodes started to develop from the periphery of the wound bed on PWD14 (Figs. 2e, e1–3). The center of the wound bed did not form hair placodes until PWD21 (Fig. 2f). How can we explain this opposite trend? Can tissue mechanics play a role?

**Fig. 2:**
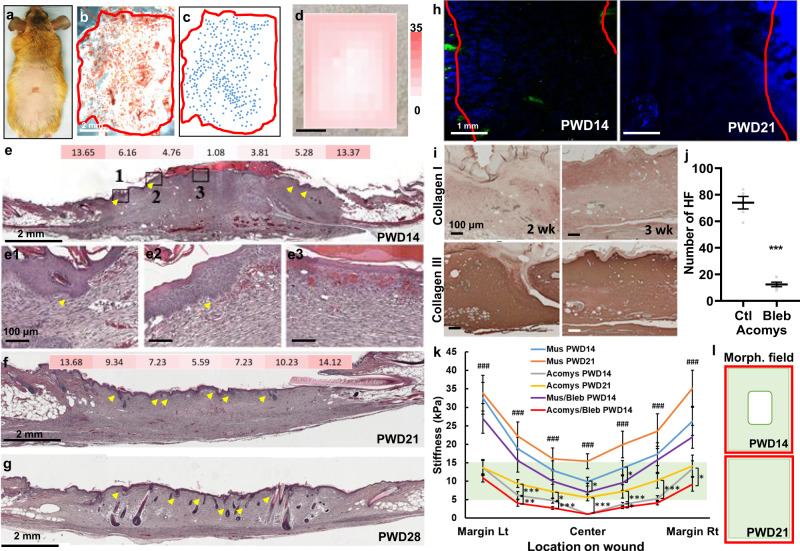
African spiny mice exhibit an optimal range of tissue stiffness for placode formation. **a** A spiny mouse on PWD28. **b** K15 wholemount immunostaining of a PWD28 spiny mouse wound. Red line: border of the wound bed. **c** Schematic diagram of hair follicles (blue dot) in **b**. **d** The stiffness heatmap overlaying the PWD14 spiny mouse wound. Colorimetric unit: kPa. **e** H&E histology and stiffness heatmap of PWD14 and **f** PWD21 wounds. The color and number indicate the stiffness of the wound at respective location. Unit: kPa. (**e1**–**e3**) enlarged images of regions 1, 2, and 3 from **e**. **g** H&E of the PWD28 wound. Yellow arrows indicate the formation of hair placode. **h** SHG of PWD14 and PWD21 spiny mouse wounds. Red line: wound border. **i**, IHC of collagen I and collagen III in spiny mouse at different post-wound time. **j** Blebbistatin treatment significantly reduced the resultant number of hair neogenesis. *n* = 5 biologically independent animals. Data are presented as mean values ± SEM. *p* < 0.0001, unpaired two-sided *t*-test. **k** Graph indicating the respective wound stiffness of the specific wound location and time in the laboratory and spiny mice. *n* = 10 regions examined over 5 biologically independent animals per location per condition. Data are presented as mean values ± SD. ^###^*p* < 0.0001 when compared between Mus PWD14 and Acomys PWD14; *p = 0.0482 when compared between Mus PWD14 and Mus/Bleb PWD14 center, *p* = 0.0218 when compared between Mus PWD14 and Mus/Bleb PWD14 at the right of wound center, *p* = 0.0441 between Acomys PWD14 and Acomys PWD21 at the left of wound center, *p* = 0.0381 when compared between Acomys PWD14 and Acomys/Bleb PWD14 wound margin right, *p* = 0.0421 at center-right, **p = 0.0089; ***p < 0.0001. One-way ANOVA, Tukey test. **l** Illustration of morphogenetic field in PWD14 and PWD21 spiny mouse wound bed. Red: wound border. Green: morphogenetic field. ^###^: *p* < 0.005. Ctl: control; Bleb: Blebbistatin; Lt: left; Rt: right; Morph: morphogenetic. The images in **a**–**g**, **i** represent five out of five experiments performed. The images in **h** represent 4 out of 4 experiments performed.

**Fig. 3:**
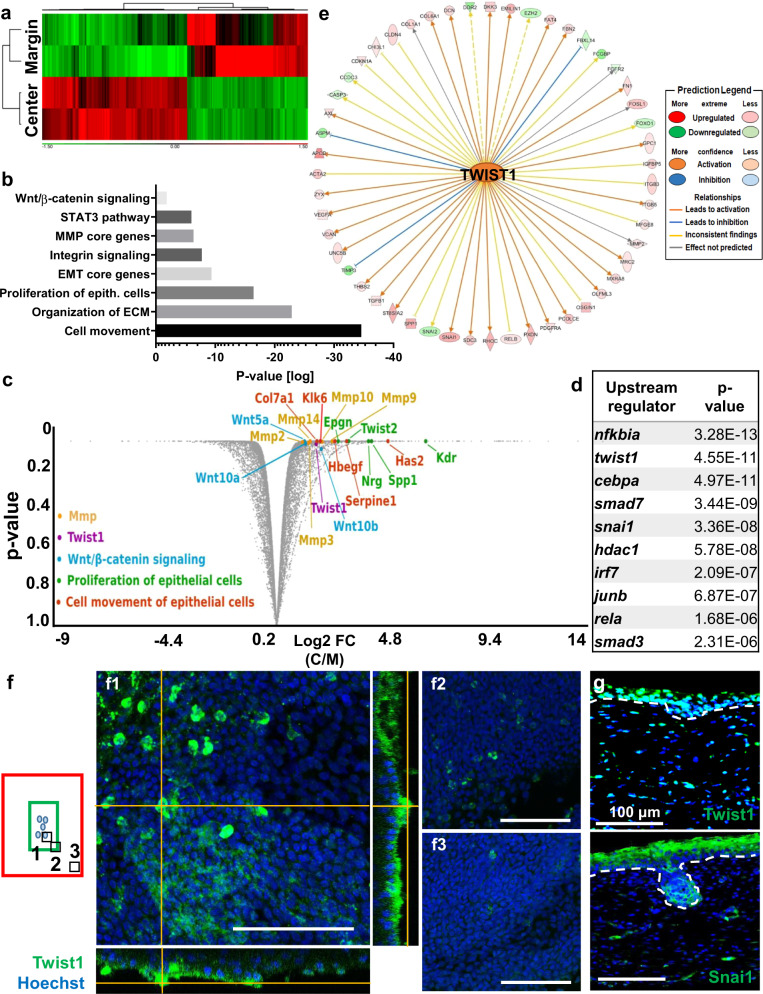
Transcriptome analysis identifies Twist1 as an important transcription factor during WIHN in laboratory mice. **a** Gene expression heatmap of PWD14 epidermis wound center vs wound margin. **b** The significantly enriched pathways of DEG. **c**, Volcano plot showing gene expression fold changes of representative DEG in MMP, Twist1, Wnt/β-catenin related pathways, proliferation of epithelial cells, cell movement of epithelial cells. Upregulation indicates high expression in wound center. FC: fold change. C/M: wound center versus margin. **d** Twist1 ranked 2nd by two-sided Fisher’s Exact Test *p* value in the top ten differentially expressed upstream regulator. **e** IPA identifies Twist1 as the top upstream regulator of the downstream DEG (*p* = 1.1 × 10^−21^). **f** Wholemount immunostaining of Twist1 at respective location from the epidermal side of the PWD14 wound as illustrated. Red line: wound border. Green line: morphogenetic zone. Blue dots: hair placode. **g** IHC of Twist1 and Snai1 in PWD14 wounds containing the hair placode. Dotted line demarcates the border of dermal epidermal junction. Blue: Hoechst. Scale bar: 100 μm. **a**–**d** *n* = 2 biologically independent experiments. The images in **f**, **g** represent 4 out of 4 biologically independent experiments performed.

We used an AFM to determine the spatiotemporal dynamics of tissue stiffness during WIHN in spiny mice (Fig. 2d). In general, two trends are similar to that of the laboratory mice: (1) the center of the wound bed is softer than the wound periphery (Fig. 2d), and (2) the overall stiffness of the wound increased from PWD14 to PWD21 (Fig. 2e, f). However, there are two major differences: (1) the soft nature of the unwounded spiny mice skin and wound bed, and (2) the periphery-to-center formation pattern of de novo hair primordia in the spiny mice wounds. The unwounded spiny mouse skin and the stiffest region of its wound bed, the wound margin, are still softer than 15 kPa, while the center of the wound bed is below 5 kPa on PWD14 (Fig. 2e). As a result, the hair primordia formation in the spiny mouse wound followed a periphery to central trend; the hair placodes only began to form where the wound stiffness was higher than 5 kPa (Fig. 2f). Hence, the de novo hair follicles were more mature at the wound periphery than at the wound center, and this morphological feature is apparent on PWD28 (Fig. 2g). This result is best explained by the presence of an optimal range between 5 and 15 kPa of tissue stiffness for placode formation. To test this hypothesis, we further softened the spiny mouse wound bed by Blebbistatin treatment and showed that: (1) Blebbistatin treatment softened the wound bed and significantly increased the wound area under 5 kPa (Supplementary Fig. S2a–c), and (2) the resultant number of hair neogenesis was significantly reduced from 74.00 ± 6.14 to 12.40 ± 1.10 (Fig. 2j, Supplementary Fig. S2d). These results suggest that regions of the wound bed that are either too stiff or too soft are not favorable for new hair formation.

What is the molecular basis of these differences in tissue stiffness? To investigate the structure and organization of collagen fibrils in the spiny mouse wound as observed in the laboratory mice, we also used SHG to visualize it. Interestingly, collagen fibrils were identified in the unwounded spiny mouse skin but were almost undetectable within the wound center in both PWD14 and PWD21 wounds (Fig. 2h). We analyzed and compared the fiber thickness and fiber density of PWD14 and PWD21 spiny mouse wound margin (Supplementary Fig. S2e, f), and showed that the collagen fibrils in the spiny mouse wounds are significantly thinner and less dense than that of the laboratory mice (Supplementary Fig. S2g, h). The spiny mouse skin has been reported to have high levels of collagen III^27^; however, since type III are less crystallined and generate little SHG signal^38,39^, we further used IHC to examine the expression of collagen I and III in the spiny mouse wounds. We found that collagen III is the dominant collagen type expressed in the early stages of spiny mouse wound healing (Fig. 2i); nevertheless, this relationship is reversed later in post 16-week wounds when collagen I was highly expressed in contrast to collagen III (Supplementary Fig. S2i). To summarize, we found that there is a lower limit on the softness of the wound bed at 5 kPa in order for hair neogenesis to occur, as the initial hair placodes can only be observed in wound stiffness between 5 and 15 kPa in both laboratory and spiny mice wounds (Fig. 2k). This implies that 5–15 kPa could be the optimal range for the wound to set up the morphogenetic field for hair placode formation, and suggests why hair neogenesis begins from the wound periphery and later to center in the spiny mice (Fig. 2l).

### RNA-seq analysis identifies epidermal Twist1 as an upstream regulator for the formation of hair placodes in WIHN

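Laboratory mouse epidermis at PWD14 was represented by 2 RNA-seq libraries from the wound center and 2 from the wound margin, each with its own number, so that centers and margins could not be paired by animal. The authors deposited the number of reads counted on each gene, without normalization. They aligned the paired-end reads of strand-specific libraries to the mm10 mouse genome with STAR 2.6.1d and counted them with htseq-count 0.6.0 on RefSeq genes, and the paper's text does not name the strand option or the quality minimum of the counting. The wound center libraries held 67913709 and 55279371 reads on genes, and the wound margin libraries 35282463 and 86532134. Expression is given as CPM, the counts scaled to a common library size, and the 3 counts taken as the smallest detectable amount corresponded to between 0.0347 and 0.0850 CPM across these libraries. Such floors cover counting error only. The deposited counts were normalized here with the TMM method of edgeR, genes with low counts were left out with edgeR's filterByExpr function, and the wound center was compared with the wound margin in the remaining 14165 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (FDR). Replicate libraries varied by much more than counting noise. The chi-square statistic per degree of freedom, which is near 1 when only counting noise separates a pair of libraries, was 34.6 for the wound center pair and 375 for the wound margin pair, and the biological coefficient of variation was 0.438. In counts simulated with this variation, in which 200 genes were given a log2 fold change of 3, the same test recovered 83.0% of them with an FDR under 0.05. Every simulated gene was given the same variation, unlike real genes. A set of 15 marker genes of dermal fibroblasts had a median of 216 and 168 CPM in the wound center libraries and of 30.5 and 18.4 CPM in the wound margin libraries. Xist had 51325 counts and Ddx3y 0 in 1 wound margin library, while the other 3 libraries had at most 1 count of Xist and from 2392 to 4070 of Ddx3y.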

To delineate the molecular mechanism underlining WIHN, specifically at the morphogenetic field, we used a 5 mm punch biopsy to separate the PWD14 epidermis into the regenerative wound center and the non-regenerative wound margin, and performed RNA-seq analysis to look for differentially expressed genes (DEG) between the two. PWD14 was selected because our preliminary data showed that gene expression related to hair neogenesis (*Wnt5a*, *Lef1*, *Gli1*, *Fgf10,* and *Twist1*) peaked in the wound center of PWD14 epidermis (Supplementary Fig. 3a, b). 

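Between the wound center and wound margin epidermis, 3328 genes had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test, 1860 of them higher and 1468 lower in the wound center. About 708 genes would pass this threshold by chance. An FDR under 0.05 remained in 176 genes, 125 higher and 51 lower, and the lowest FDR of any gene was 0.0367. The choice of test moved this count most. It was 1533 with edgeR's likelihood ratio test, and 0 with the quasi-likelihood estimate of edgeR 3, which was chosen after seeing the values and left 2893 genes with an unadjusted p-value under 0.05. Among genes with a mean of at least 1 CPM and no overlap between the groups, the largest increases with an FDR under 0.05 were those of Pthlh, which had 0 counts in the wound margin and was at least 265-fold higher in the wound center, and of Gprc5a, which was at least 130.2-fold higher. Slpi, Cadm4 and Pax9 followed with log2 fold changes of 8.19, 7.48 and 7.27. The largest decreases were those of Krt73 (log2 fold change -6.48), Cacna1e (-5.33), Zbtb16 (-4.89), Prkcq (-4.50) and Cttnbp2 (-4.48).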

From this RNA-seq analysis, we identified 2780 DEG (Fig. 3a). 

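The genes that Table 1 assigns to each pathway were looked up in the comparison of wound center with wound margin epidermis. Among its Wnt/β-catenin genes, 26 of the 30 had an unadjusted p-value under 0.05, 18 higher and 8 lower in the wound center, and 1 had an FDR under 0.05. All 22 genes that Table 1 gives for regulation of the EMT pathway were higher in the wound center, 19 with an unadjusted p-value under 0.05 and 3 with an FDR under 0.05, while the EMT core genes come from another publication and were not analysed here. For the MMP genes, the corresponding numbers were 16 of 16 tested, 15 of them higher, and 3. For the ECM genes, 72 of 78 tested had an unadjusted p-value under 0.05, all higher, and 15 had an FDR under 0.05. Of 157 genes of epithelial cell proliferation, 142 passed the unadjusted threshold, 85 higher and 57 lower, and 19 had an FDR under 0.05. Adjusted over each list alone, 26, 19, 16, 70 and 139 genes passed, but these lists are the paper's own calls on the same libraries, so the second adjustment shows no stability. Mmp9 rose from 10.5 ± 0.584 CPM (SD, n = 2) in the wound margin to 52.0 ± 5.29 CPM (SD, n = 2) in the wound center. Its log2 fold change was 2.31 (standard error 0.24, FDR = 0.0367 from edgeR's quasi-likelihood test). Mmp14 rose from 49.1 ± 1.49 to 128.9 ± 5.81 CPM (log2 fold change 1.39, FDR = 0.0455). Wnt5a, on chromosome 14 of GRCm38 from 28504543 to 28527448, rose from 19.0 ± 0.992 to 42.6 ± 1.73 CPM, a log2 fold change of 1.16 with an FDR of 0.0782. Wnt10a and Wnt10b had log2 fold changes of 1.14 (standard error 0.48, FDR = 0.222) and 1.58 (standard error 0.72, FDR = 0.250). Spp1 and Has2 rose by log2 fold changes of 3.90 and 4.71, with FDR values of 0.0421 and 0.0367. The 15 fibroblast marker genes had a median log2 fold change of 2.05 in the same comparison, with 14 of them higher in the wound center, and the 14 keratinocyte marker genes had a median of 0.06.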

Among them, Wnt/β-catenin signaling (*P* = 1.49 × 10^−2^), Integrin signaling (1.84 × 10^−8^), Stat3 pathway (1.01 × 10^−6^), inhibition of Matrix Metalloproteases (4.53 × 10^−7^), EMT core genes (4.23 × 10^−10^), proliferation of epithelial cells (3.47 × 10^−17^), cell movement of epithelial cells (5.43 × 10^−13^), and organization of ECM are significantly enriched (Fig. 3b, c, Table 1). Furthermore, we identify 20 significantly upregulated genes related to hair placode formation (Table 2).

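Each of the 20 genes of Table 2 was higher in the wound center than in the wound margin epidermis, with log2 fold changes from 0.48 to 3.02 and a median of 2.14. An unadjusted p-value under 0.05 was reached by 13 of them, and an FDR under 0.05 by 2. The 7 that did not reach it were Meg3, Col3a1, Timp2, Dpysl3, Pde5a, Ppic and Igf2bp2. Adjusted over this list alone, 13 genes passed, a count that shows no stability because the list was called on the same libraries. For 8 of the 13 genes, the difference predicted from the share of dermal RNA in each library, as measured by fibroblast marker genes, was at least 0.5 of the observed difference.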

**Table 1:** The significantly enriched pathways in PWD14 epidermis wound center vs margin RNA-seq analysis.

Enriched Pathway	p-value	Differentially expressed genes
Wnt/β-catenin signaling (X30)	1.49 × 10^−2^	*appl2, bmpr2, cdh5, csnk1d, dkk3, dvl1, ep300, fzd2, gsk3b, hdac1, kremen2, lrp1, lrp6, ppard, ppp2r1a, ppp2r2c, ppp2r3a, ppp2r5b, ptpa, sfrp1, sox15, sox18, src, tgfb1, tgfb3, tle3, wnt16, wnt10a, wnt10b, wnt5a*
Regulation of EMT Pathway (X28)	1.02 × 10^−2^	*dvl1, fzd2, hgf, lox, map2k2, mmp2, mmp9, notch4, pard6b, pdgfrb, ralb, smad3, smurf1, snai1, tgfb1, tgfb3, twist1, twist2, wnt10a, wnt10b, wnt5a, wnt9b*
MMP genes (X1)	4.53 × 10^−7^	*adam12, hspg2, lrp1, mmp2, mmp3, mmp9, mmp10, mmp11, mmp13, mmp14, mmp17, mmp19, mmp23b, sdc1, thbs2, timp1, timp3*
Organization of ECM (X84)	1.32 × 10^−23^	*adam12, adamts4, agrn, apbb2, aplp1, bgn, bmp1, c6orf15, col16a1, col18a1, col1a1, col1a2, col27a1, col3a1, col4a1, col4a2, col5a1, col5a2, col5a3, col6a1, col6a2, col6a3, col6a4, col7a1, col8a1, ctsk, dcn, ddr1, egflam, elf3, emilin1, fbln5, fbn1, fbn2, fn1, furin, ibsp, icam2, itga1, itga11, itga3, itga5, itga9, itgb3, itgb6, jam2, kdr, lama4, lox, loxl1, mfap2, mmp1, mmp10, mmp11, mmp13, mmp14, mmp19, mmp2, mmp3, mmp9, nid1, nid2, olfml2a, olfml2b, pdgfra, pecam1, postn, prdx4, ptx3, pxdn, serpine1, sh3pxd2b, sparc, spp1, timp1, tnc, tnf, vcam1, vcan, vtn, vwf*
Proliferation of epithelial cells (X186)	3.47 × 10^−17^	*ahr, alms1, areg, atm, bad, bcl11b, birc2, bnc1, brca1, calm1, casp3, casp8, ccnd3, cd9, cdc25b, cdc73, cdkn1a, cdkn1b, cebpa, cers2, col8a1, creb3l3, cryab, csf2rb, ctsv, cul3, cxcr2, dab2ip, eif4e, eng, ep300, epgn, epha2, ercc1, ereg, esrra, ezh2, fbln5, fgfr2, fn1, frs2, fst, gata3, glul, grn, gsk3b, has2, hbegf, heyl, hgf, hoxa5, hyal1, ifngr1, ift52, ift74, ift80, igf1, il18, il22ra2, il24, il4r, il6r, inhba, inhbb, itga1, itga3, itgb3, junb, kcnk2, kdr, klf10, klf5, klk3, klk6, klk8, krt16, krt17, lgals7/lgals7b, lgr4, lmnb1, lrp6, maged1, map2k1, map2k6, map2k7, mapk7, mapk8, mapk9, mapkapk2, marveld3, mfge8, mki67, mmp14, mmp9, mt2, nab1, nab2, nfib, nfkbia, nme2, npm1, nr3c1, nrg1, odc1, p2rx7, pkp3, postn, ppard, prlr, ptafr, pten, ptgs2, pthlh, ptpn1, ptprk, rack1, rbl2, rela, relb, rgn, rida, rps6kb1, s1pr2, sema4d, serpinf1, sfn, sfrp1, sh2b1, slc20a1, slc7a5, smad3, smad7, snai2, socs1, socs3, sparc, spint2, spp1, stat5a, stmn1, tfrc, tgfb1, tgfb3, tgm1, timeless, timp1, tnfaip6, tnfrsf11a, tnfrsf12a, tnfrsf1a, tslp, twist1, twist2, uhrf1, vegfa, wnt10b, wnt16, wnt5a, yod1, zbtb16*

Comparison using two-sided Fisher’s Exact Test.

**Table 2:** The 20 significantly upregulated genes related to hair placode formation at epidermis wound center compared to wound margin on PWD14.

Gene	Description	Location	Type(s)
*cdh11*	cadherin 11	Plasma Membrane	other
*meg3*	maternally expressed 3	Other	other
*twist1*	twist family bHLH transcription factor 1	Nucleus	transcription regulator
*col1a1*	collagen, type I, alpha 1	Extracellular Space	other
*col3a1*	collagen, type III, alpha 1	Extracellular Space	other
*col6a2*	collagen, type VI, alpha 2	Extracellular Space	other
*col6a3*	collagen, type VI, alpha 3	Extracellular Space	other
*efemp2*	EGF containing fibulin-like extracellular matrix protein 2	Extracellular Space	other
*fbn1*	fibrillin 1	Extracellular Space	other
*fstl1*	follistatin like 1	Extracellular Space	other
*lgals1*	lectin, galactoside-binding, soluble, 1	Extracellular Space	other
*timp2*	TIMP metallopeptidase inhibitor 2	Extracellular Space	other
*cpxm1*	carboxypeptidase X (M14 family), member 1	Extracellular Space	peptidase
*dpysl3*	dihydropyrimidinase like 3	Cytoplasm	enzyme
*ftl1*	ferritin, light polypeptide	Cytoplasm	enzyme
*pde5a*	phosphodiesterase 5A	Cytoplasm	enzyme
*ppic*	peptidylprolyl isomerase C	Cytoplasm	enzyme
*myh10*	myosin, heavy chain 10, non-muscle	Cytoplasm	other
*srpx2*	sushi-repeat containing protein, X-linked 2	Cytoplasm	other
*igf2bp2*	insulin like growth factor 2 mRNA binding protein 2	Cytoplasm	translation regulator

To identify the potential upstream initiators of WIHN, we identified 114 transcription factors (TF) that are significantly upregulated at the wound center, including those that are related to the Twist (*Twist1*, *Twist2*, *Snai1*) and Wnt (*Tcf23*) pathways (Table 3). 

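All 114 transcription factors of Table 3 were higher in the wound center epidermis, with log2 fold changes from 0.65 to 10.06 and a median of 1.23. Of these, 102 had an unadjusted p-value under 0.05 and 5 an FDR under 0.05, counts that show no stability because the list was called on the same libraries. Twist1 lies on chromosome 12 of GRCm38 from 33957671 to 33959831. Its expression was 11.1 and 9.76 CPM in the wound center libraries and 5.36 and 1.40 CPM in the wound margin libraries, a log2 fold change of 1.86 (standard error 0.62, FDR = 0.162 from edgeR's quasi-likelihood test). With each library left out in turn, the log2 fold change of Twist1 stayed between 0.98 and 2.90. The Twist1 CPM predicted in the wound center from the share of dermal RNA in these libraries was 0.436 of the CPM observed. Twist2, on chromosome 1 from 91801461 to 91848034, had 7.43 ± 0.236 CPM (SD, n = 2) in the wound center and 0.939 ± 0.0651 CPM (SD, n = 2) in the wound margin, a log2 fold change of 3.01 (standard error 0.45, FDR = 0.0496). Across the other tests and filters its FDR ranged from 5.83e-06 to 0.0815. Snai1, on chromosome 2 from 167538195 to 167542814, rose from 0.103 ± 0.146 to 1.80 ± 0.569 CPM, a log2 fold change of 3.56 (standard error 0.93, FDR = 0.109), and stayed between 3.12 and 9.59 with each library left out. Tcf23, on chromosome 5 from 30968602 to 30988062, rose from 18.2 ± 9.97 to 50.3 ± 1.97 CPM, a log2 fold change of 1.51 (standard error 0.41, FDR = 0.127).

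**Figure D1:**
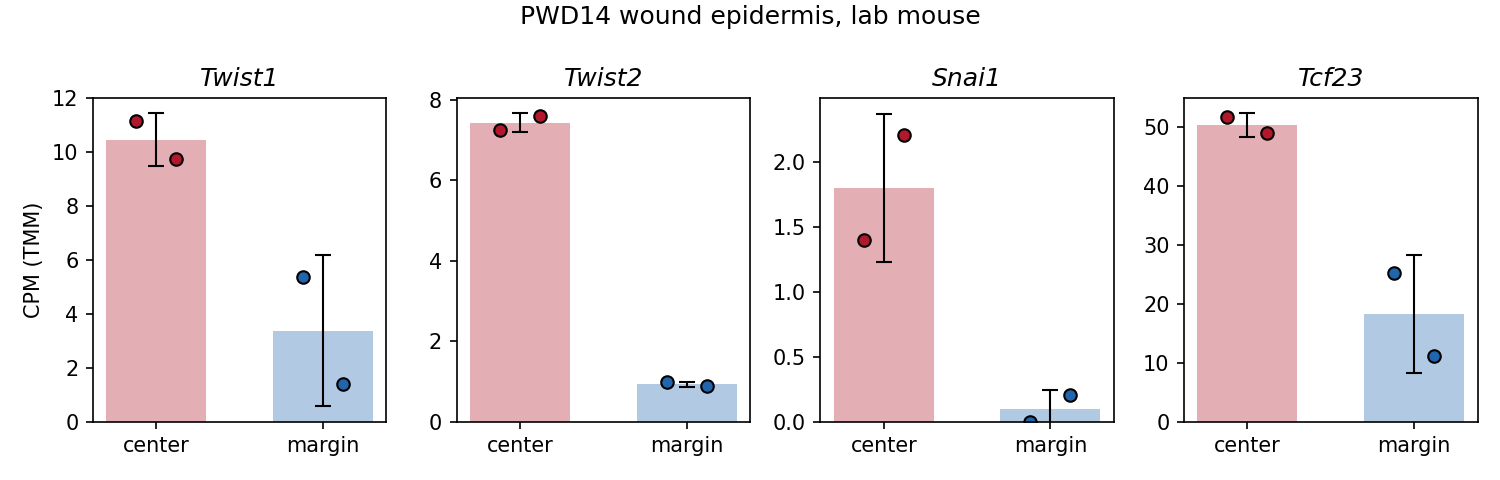
Expression of Twist1, Twist2, Snai1 and Tcf23 in CPM for each PWD14 epidermis library of the wound center and wound margin. Bars are means, error bars SD and points the 2 libraries of each group; for each of the 4 genes, both wound center libraries lie above both wound margin libraries.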

Among them, Twist1 is the second most statistically significant upstream regulator, which regulates many downstream DEG (*P* = 4.55 × 10^−11^) as indicated by the Upstream Analysis function in Ingenuity Pathway Analysis (IPA) (Fig. 3d, e). 

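Of the 48 Twist1 target genes that can be read in Fig. 3e, 47 had an unadjusted p-value under 0.05 between wound center and wound margin epidermis, 37 higher and 10 lower in the wound center, and 12 had an FDR under 0.05. Zyx was the gene that did not pass the unadjusted threshold. Fig. 3e draws genes that the paper called on the same libraries, so that the count of 47 shows no stability. For 19 of the 37 higher genes, the difference predicted from the share of dermal RNA was at least 0.5 of that observed. The ranking of upstream regulators rests on the curated database of IPA and was not analysed here.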

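Nfkbia, on chromosome 12 of GRCm38 from 55489409 to 55492647, encodes an inhibitor of NF-κB. Its expression in epidermis was 89.4 ± 12.2 CPM (SD, n = 2) in the wound center and 54.3 ± 17.7 CPM (SD, n = 2) in the wound margin, a log2 fold change of 0.73 (standard error 0.29, FDR = 0.208 from edgeR's quasi-likelihood test) that stayed between 0.44 and 1.10 with each library left out in turn. The 10 regulators drawn in Fig. 3d (Nfkbia, Twist1, Cebpa, Smad7, Snai1, Hdac1, Irf7, Junb, Rela and Smad3) were each higher in the wound center with an unadjusted p-value under 0.05, and 1 of them, Junb, had an FDR under 0.05. They too were called by the paper on the same libraries, so that this count shows no stability. Junb rose from 53.5 ± 7.95 to 227 ± 9.87 CPM, a log2 fold change of 2.09 (standard error 0.22, FDR = 0.0367). The log2 fold changes of Cebpa, Hdac1 and Rela were 1.10, 1.25 and 0.83, and those of Smad7, Irf7 and Smad3 were 1.76, 2.16 and 1.53, with FDR values from 0.121 for Smad7 to 0.181 for Hdac1.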

The top significant transcription factor is *Nfkbia* (3.28 × 10^−13^) which is associated with the inflammatory response after wounding (Fig. 3d). Wholemount immunostaining also showed that epidermal Twist1 is highly expressed in the PWD14 wound center and enriched in both hair placode and inter-placode region more than in the margin (Fig. 3f, Supplementary Fig. 3c). IHC staining of Twist1 and Snai1 (number 5 ranked TF) on PWD14 sections show both TF are expressed in the epithelial hair placode (Fig. 3g). These findings point to ECM remodeling, cell proliferation, cell movement, Stat3, and Wnt/β-catenin as important signaling events during WIHN, and epidermal Twist1 appears to be an important upstream regulator for hair placode formation.

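Expression of Stat3 itself, on chromosome 11 of GRCm38 from 100886806 to 100939594, did not differ between wound center and wound margin epidermis. It was 200.3 ± 20.5 CPM (SD, n = 2) and 200.5 ± 59.1 CPM (SD, n = 2), with a log2 fold change of 0.00 (standard error 0.27, FDR = 0.9985 from edgeR's quasi-likelihood test) and a range from -0.26 to 0.34 with each library left out in turn. From the pathways among the DEG, the increase of Twist1 and its targets and the staining of Twist1 in the epidermis, the paper points to ECM remodeling, proliferation, cell movement, Stat3 and Wnt/β-catenin signaling in WIHN, and proposes epidermal Twist1 as an upstream regulator of placode formation.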

**Table 3:** The 114 significantly upregulated transcription factors at epidermis wound center compared to wound margin on PWD14.

*acap3*	*cers2*	*fam129b*	*hr*	*mier2*	*relb*	*srebf1*	*wtip*
*aes*	*churc1*	*fem1a*	*id3*	*mllt1*	*rfx1*	*srebf2*	*zbtb42*
*arid3a*	*cic*	*fiz1*	*ier2*	*mnt*	*rfxank*	*srf*	*zdhhc13*
*arid5a*	*cited4*	*fosl1*	*ifi204*	*mxd1*	*rnf114*	*ssbp4*	*zfp219*
*asb1*	*creb3l3*	*fosl2*	*irf1*	*nab2*	*rnf25*	*tbx15*	*zfp369*
*asb6*	*csrnp1*	*foxc1*	*irf5*	*nfatc4*	*rnf4*	*tbx3*	*zfp444*
*atf4*	*ctbp2*	*foxp4*	*irf7*	*nfkbia*	*sbno2*	*tcf23*	*zfp593*
*atf6b*	*dnmt3l*	*glis2*	*irx1*	*noct*	*scand1*	*tcfl5*	*zkscan6*
*atxn7l3*	*e2f7*	*glmp*	*jarid2*	*notch4*	*siah2*	*thap4*	*zxdc*
*barx2*	*eaf1*	*gpank1*	*junb*	*pax9*	*smad3*	*trim16*	
*bhlhe40*	*ehmt2*	*hdac1*	*klf10*	*phf1*	*smad7*	*tsc22d1*	
*bnc1*	*elf3*	*helz2*	*lmo1*	*pitx1*	*snai1*	*tsc22d4*	
*btg2*	*elk1*	*heyl*	*lztr1*	*prrx1*	*sox15*	*twist1*	
*carhsp1*	*elk3*	*hic2*	*maff*	*rbpms*	*sox18*	*twist2*	
*cebpa*	*esrra*	*hopx*	*maged1*	*rela*	*sqstm1*	*ube2v1*	

Based on *p*-value < 0.05.

Given the differences between laboratory and spiny mice during WIHN^29^ (Figs. 1, 2), we also performed RNA-seq analysis on spiny mouse wounds to identify key molecules for its hair primordia formation. 

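Spiny mouse wounds were sequenced as 12 libraries, single-end and not strand-specific, with 6 of epidermis and 6 of dermis. The epidermis had 1 library at PWD0, 2 at PWD14, 2 at PWD21 and 1 at PWD28, and the dermis had 2, 1, 2 and 1. Supplementary Table 1 gives days 0, 15, 20 and 30 for the same libraries. The authors deposited counts made as for the laboratory mouse, with the spiny mouse reads aligned to the laboratory mouse genome. Between 5669760 and 34751956 reads per library were counted on genes, with a median of 14287081.5. From 24.4% to 52.9% of the reads in each library were counted on genes, and from 38.0% to 60.5% were set aside for low alignment quality. In the epidermis, PWD0 held 10590646 reads, PWD14 12902800 and 15671363, PWD21 33831242 and 17515032, and PWD28 9742823. In the dermis, PWD0 held 5669760 and 6804714 reads, PWD14 16985720, PWD21 21927269 and 34751956, and PWD28 10252684. A test between time points was made only where each had 2 libraries, which was PWD14 against PWD21 in the epidermis and PWD21 against PWD0 in the dermis. At a time point with 1 library there is no measure of error, and a peak is then only the highest mean of the 4 time points. Xist had 1492 counts in the PWD28 epidermis and 1015 in the PWD28 dermis, and the sex-linked gene Uty 6 and 2. The PWD14 and PWD21 libraries had from 5 to 142 counts of Xist and from 128 to 2132 of Uty. The PWD0 epidermis had 740 and 312, while Ddx3y was counted in every library. Sex may thus differ between time points, an effect that was not tested. Between PWD14 and PWD21 epidermis, 6002 of 12889 genes had an FDR under 0.05 in edgeR's quasi-likelihood test, 3011 higher and 2991 lower at PWD14. Between PWD21 and PWD0 dermis, 3792 of 14481 genes did, 1742 higher and 2050 lower at PWD21. Across the other tests and filters, these counts ranged from 5403 to 6421 in the epidermis and from 3725 to 4791 in the dermis.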

Since the entire spiny mouse wound bed is capable of undergoing WIHN, we harvested the entire wound on PWD0, 14, 21, and 28 and separated them into epidermis and dermis to analyze the quantitative changes of gene expression before, and during early, mid, and late stages of WIHN (Fig. 4a). 

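Fig. 4b names Twist1 alone among the genes it draws, so the proliferation list of Table 1, which comes from the laboratory mouse, was followed in its place. Table 1 prints 160 symbols for this list, fewer than the number beside its heading, and 157 of them were found. In the spiny mouse epidermis, 143 genes of that list had a mean of at least 1 CPM. Of these, 56 had their highest mean at PWD14 (39.2%, Wilson 95% confidence interval 31.5% to 47.3%), 39 at PWD0, 19 at PWD21 and 29 at PWD28. Among all 12426 genes at this level, 33.1% had their highest mean at PWD14, and 10000 random lists matched on expression gave a median of 37.8%. Normalization by library size alone, without a TMM factor, moved this share most, to 23.1%, with 16.6% of all genes highest at PWD14 in that case. Tested between PWD14 and PWD21, 146 genes of the list gave 87 with an FDR under 0.05, of which 58 were higher at PWD14. Twist1 was near the detection limit in the epidermis, with 5 counts at PWD0, 15 and 32 at PWD14, 33 and 10 at PWD21 and 3 at PWD28. Its mean was 0.385, 2.13, 0.739 and 0.233 CPM at these time points. The PWD14 mean exceeded the PWD21 mean by a log2 fold change of 1.52 (standard error 0.55, FDR = 0.0421 from edgeR's quasi-likelihood test). Across the other tests and filters this FDR ranged from 0.0203 to 0.131. The log2 fold change stayed between 1.13 and 2.03 with each library left out in turn. In these epidermis libraries, Col1a1 also had its highest mean at PWD14, with 11.5, 89.7, 37.2 and 14.4 CPM at the 4 time points. Col3a1 had 15.5, 145, 54.1 and 16.7 CPM. The list median of the fibroblast marker genes was 7.75 and 5.17 CPM at PWD14 and 9.28 and 2.34 CPM at PWD21. Dermal RNA as a source of Twist1 in these libraries was not tested. Mmp9 also had its highest mean at PWD14, 91.3 CPM, against 4.77 at PWD0, 40.7 at PWD21 and 6.05 at PWD28.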

From the wound epidermis, the proliferation of epithelial cells and cell movement associated genes all peaked on PWD14, including *Twist1* (Fig. 4b). 

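In the spiny mouse dermis, Twist1 had 137 ± 36.9 CPM (SD, n = 2) at PWD0, 525 CPM in the 1 library of PWD14, 330 and 486 CPM in the libraries of PWD21 and 320 CPM in the 1 library of PWD28. The PWD14 library exceeded the higher PWD21 library by less than the PWD21 libraries differed from each other. Zeb2, on chromosome 2 of GRCm38 from 44983512 to 45117442, had its highest mean at PWD21, with 551 ± 6.76 CPM (SD, n = 2) against 195 and 209 CPM in the libraries of PWD0, 188 CPM at PWD14 and 308 CPM at PWD28. Zeb1, on chromosome 18 from 5591327 to 5775468, was also highest at PWD21, with 114, 162, 210 and 138 CPM at the 4 time points. Tgfb1, on chromosome 7 from 25687002 to 25705077, was highest in the PWD14 library, with 92.4, 181, 87.8 and 89.1 CPM. Against PWD0, PWD21 had a log2 fold change of 1.48 for Twist1 (standard error 0.34, FDR = 0.0147 from edgeR's quasi-likelihood test), 1.36 for Zeb2 (standard error 0.29, FDR = 0.0111), 0.80 for Zeb1 (FDR = 0.0584) and -0.16 for Tgfb1 (FDR = 0.780). The fibroblast marker genes had a list median of 478 and 528 CPM at PWD0 and of 3525 and 4417 CPM at PWD21. For the keratinocyte marker genes it was 190 and 337 CPM at PWD0 and 21.7 and 45.0 CPM at PWD21. The rises of Twist1 and Zeb2 were thus not separated from a larger share of fibroblast RNA.

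**Figure D2:**
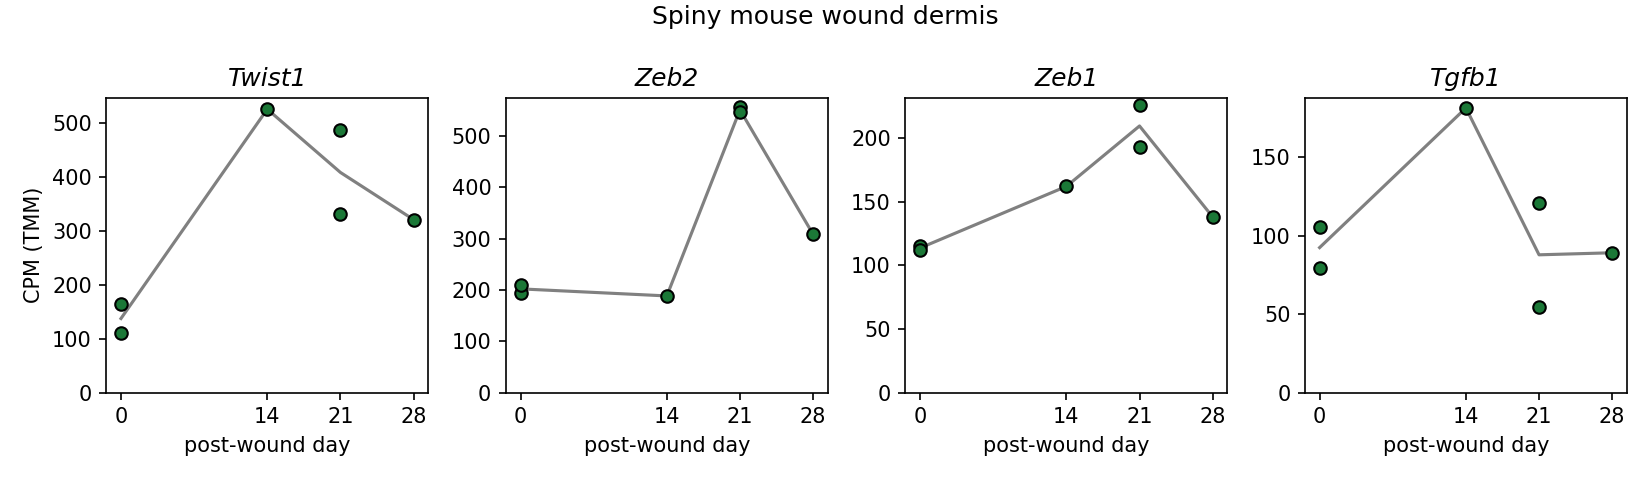
Expression of Twist1, Zeb2, Zeb1 and Tgfb1 in CPM in the spiny mouse dermis at PWD0, 14, 21 and 28. Points are libraries and the line joins the means; the highest mean is at PWD14 for Twist1 and Tgfb1, each from 1 library, and at PWD21 for Zeb2 and Zeb1.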

In the dermis, *Twist1* and its related TF *Zeb2* also peaked on PWD14, while *Zeb1* and *Tgfb1* showed a different trend (Fig. 4c). 

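Of 84 ECM and MMP genes of Table 1 with a mean of at least 1 CPM in the spiny mouse dermis, 9 had their highest mean at PWD0, 34 at PWD14, 32 at PWD21 and 9 at PWD28. The latter 2 time points together held 41 genes (48.8%, Wilson 95% confidence interval 38.4% to 59.3%), against 44.2% of all genes at this level. In 10000 random lists matched on expression, the median share was 33.3% and the middle 95% lay between 23.8% and 42.9%. Other normalizations and filters gave from 45.2% to 53.6%, the latter without a TMM factor, where 54.6% of all genes were highest at these time points. Of the 12 ECM, integrin and MMP genes drawn in Fig. 4d, 7 had their highest mean at PWD21, 4 at PWD28 and 1, Mmp28, at PWD0. Lama2 had means of 58.1, 35.6, 146 and 156 CPM at the 4 time points, and Lamc3 had 7.67, 3.91, 28.7 and 61.2 CPM. The means of 2 fibrillar collagens were highest at PWD14, with 18720, 40930, 31924 and 21300 CPM for Col1a1 and 33481, 70945, 50737 and 29457 CPM for Col3a1, although the PWD21 libraries had 15429 and 48419 CPM of Col1a1 and 1 of them thus exceeded the PWD14 library. Between PWD21 and PWD0, 56 of 78 ECM genes had an FDR under 0.05 in edgeR's quasi-likelihood test, 53 of them higher at PWD21, and 11 of 16 MMP genes did, 9 of them higher. The fibroblast marker genes were higher at PWD21 as well, and a larger share of fibroblast RNA was not ruled out. Stat3 had 68.7 ± 31.3 CPM (SD, n = 2) at PWD0, 41.7 at PWD14, 124 ± 20.7 CPM (SD, n = 2) at PWD21 and 119.8 at PWD28. Its log2 fold change between PWD21 and PWD0 was 0.77 (FDR = 0.131). From the later expression of these genes, the paper proposes a link to the softness of the PWD14 wounds.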

Interestingly, many of the ECM and MMP related genes along with other TFs such as *Stat3* are highly expressed on PWD21 and PWD28 (Fig. 4d), which may reflect the softness of PWD14 spiny mouse wounds (Fig. 2k). IHC staining of PWD14 spiny mouse wounds also show that Twist1, Zeb2, MMP9 and P-cad are expressed around the hair placode, while E-cadherin is downregulated at the hair placode. As suggested by its RNA-seq analysis, Twist1, Zeb2 and MMP9 are also expressed in the dermis (Fig. 4e). 

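Mmp9 in the spiny mouse dermis had 2.98 ± 0.419 CPM (SD, n = 2) at PWD0, 180.1 CPM in the PWD14 library, 30.0 ± 12.2 CPM (SD, n = 2) at PWD21 and 2.84 CPM at PWD28. Its gene lies on chromosome 2 of GRCm38 from 164940326 to 164955850. The increase from PWD0 to PWD21 had a log2 fold change of 3.25 (standard error 0.44, FDR = 0.00174 from edgeR's quasi-likelihood test). At PWD14, both Twist1 and Zeb2 were counted at higher levels in the dermis library than in the epidermis libraries, where Zeb2 had a mean of 6.94 CPM, but the difference between tissues was not tested with 1 dermis library at this time point.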

Lastly, using Harmine and GM6001, we show that inhibiting Twist1 and pan-MMP activity in the spiny mouse wounds also significantly reduced WIHN (Fig. 4f, g).

**Fig. 4:**
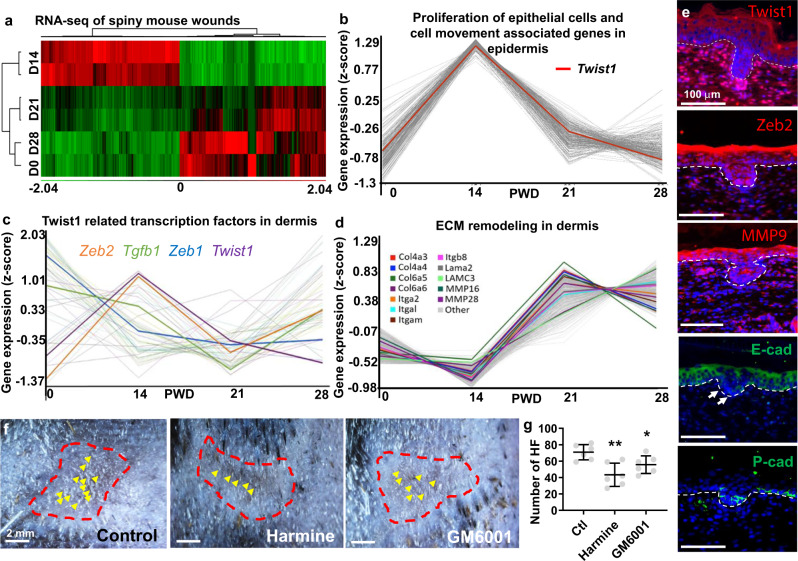
Twist1 is also expressed and can modulate the outcome of WIHN in spiny mice. **a** Gene expression heatmap of spiny mouse epidermis at different post-wound days. **b** Proliferation of epithelial cells and cell movement associated genes in the spiny mouse wound epidermis. **c** Twist1 related transcription factors in the spiny mouse wound dermis. **d** ECM remodeling in the spiny mouse wound dermis. **e** IHC of Twist1, Zeb2, MMP9, E-cad and P-cad in PWD14 the regenerating hair placodes of the spiny mice. White arrows point to the downregulation of E-cad at the tip of hair placode. **f** The effects of Twist1 inhibitor Harmine and pan-MMP inhibitor GM6001 treatment on hair neogenesis in spiny mouse. Red: wound border; yellow arrow: hair follicles. Observed on PWD35. **g** Dot graph of the number of regenerated hair follicles (HF) observed in spiny mouse wounds under different treatments. *n* = 6 biologically independent animals. Data are presented as mean values ± SEM. *p = 0.0265; **p = 0.0027; unpaired two-sided *t*-test. Ctl: control. The images in **f** represent six out of six experiments performed. The images in **e** represent 4 out of 4 experiments performed.

It should be noted that while dermal Twist1 is highly expressed in embryonic skin, it is absent in the E14 epidermal hair placode (Supplementary Fig. S3d). Identifying epidermal Twist1 in WIHN suggests that the spatiotemporal dynamics of the tissue stiffness and gene expression may play a more important role in the epithelial placode formation in WIHN than in embryonic development.

### Epidermal Twist1 regulates both epidermal and dermal cell behavior and tissue stiffness towards hair primordia formation in WIHN

To verify the role of epidermal Twist1 in WIHN, we crossed the K14-Cre mice with Twist1-loxP mice to generate the K14-Cre-Twist1 mutant mice (Fig. 5a) that expressed little Twist1 in the epidermis (Supplementary Fig. S4a). The mutant mice showed a significant decrease in hair neogenesis (Fig. 5b, c, n), and a significantly stiffer wound bed than that of wild type mice (Fig. 5d, o, Supplementary Fig. S4b). We further used small molecule inhibitors to suppress Twist1 (Harmine, Supplementary Fig. S4a) and its downstream MMP activities (GM6001), and both treatments significantly decreased the number of hair neogenesis (Fig. 5e–j, n), stiffened the wound center (Fig. 5o, Supplementary Fig. S4b), and reduced the wound area under 15 kPa (Supplementary Fig. S4c). Interestingly, in the perturbed wounds, the wound area under 15 kPa showed a correlation with the resultant number of hair follicles (*R*^2^ = 0.7496, Supplementary Fig. S4d), although the slope of the trend line is much smaller than that of the control and Blebbistatin treated samples (1.6828 vs 12.812, Supplementary Fig. S4d and Fig. 1k).

**Fig. 5:**
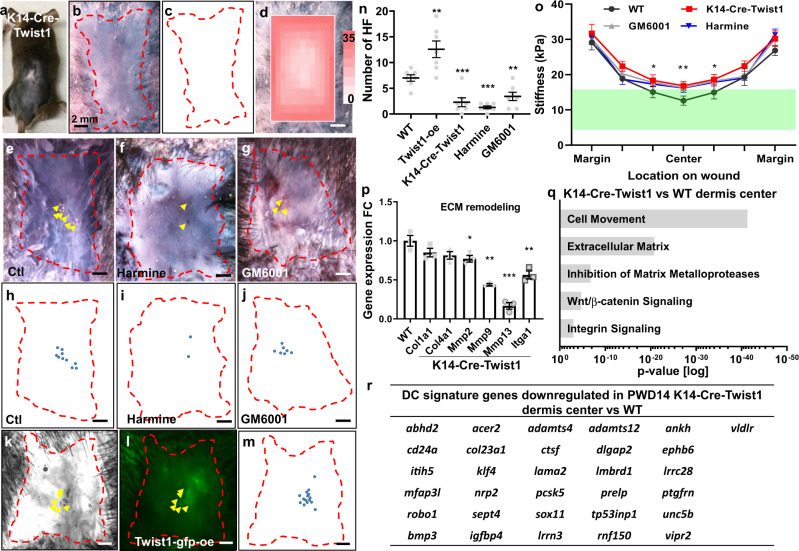
Epidermal Twist1 regulates both epidermal and dermal cell behavior and tissue stiffness towards hair primordia formation in WIHN. **a** A K14-Cre-Twist1 mouse with a PWD28 wound. **b** AP staining of a K14-Cre-Twist1 PWD28 wound. **c**, Schematic diagram of **b**. **d** Stiffness heatmap of PWD14 K14-Cre-Twist1 wound overlaying on the wound photo. **e**–**g** AP staining of control (Ctl), and Harmine and GM6001 treated wounds on PWD28. **h**–**j** Schematic diagrams of **e**–**g**, respectively. **j** Photo of PWD28 wound transfected with Twist1-overexpressing lentivirus. **k** bright field and **l** fluorescence image of GFP-tagged-Twist1 overexpressing (oe) virus in the PWD28 wound, colocalizing with hair follicles. **m** Schematic diagram of **k** and **l**. **n** Dot plot showing the resultant hair follicle number in wild type, K14-Cre-Twist1, Harmine-treated, GM6001-treated and Twist1-overexpressing (oe) virus treated PWD28 wounds. *n* = 7 biologically independent animals. Data are presented as mean values ± SEM. All comparisons made to WT. Twist1-oe: *p* = 0.0074, K14-Cre-Twist1: *p* = 0.0008, Harmine: *p* < 0.0001, GM6001: 0.0044. Unpaired two-sided *t*-test. **o** Changes in wound stiffness upon different perturbations. K14-Cre-Twist1, GM6001 and Harmine treatments all significantly increased the stiffness of the wound center region, marked by asterisks. Green bar: 5–15 kPa morphogenetic range. *n* = 5 biologically independent animals. Data are presented as mean values ± SEM. All comparisons made to WT of respective location on wound. Center: K14-Cre-Twist1, *p* = 0.0006; GM6001, *p* = 0.0006; Harmine, *p* = 0.0018. Center-left: K14-Cre-Twist1, *p* = 0.01115; GM6001, *p* = 0.0137; Harmine, *p* = 0.0214. Center-right: K14-Cre-Twist1, *p* = 0.0083; GM6001, *p* = 0.006; Harmine, *p* = 0.0159. Unpaired two-sided *t*-test. **p** qPCR analysis: ECM remodeling related-gene expression fold change (FC) of wild type epidermis wound center vs K14-Cre-Twist1 wound center. *n* = 3 biologically independent samples. Data are presented as mean values ± SEM. All comparisons made to WT. *Mmp2*, *p* = 0.0483; *Mmp9*, *p* = 0.0014; *Mmp13*, *p* = 0.0005; *Itga1*, *p* = 0.0071. Unpaired two-sided *t*-test. **q** PWD14 wild type vs K14-Cre-Twist1 dermis wound center RNA-seq analysis identifies significantly enriched pathway affected by K14-Cre-Twist1 knockout. **r** Dermal condensate (DC) signature genes downregulated in PWD14 K14-Cre-Twist1 dermis wound center. Red dotted line: wound boarder. Yellow arrow: hair follicle. Harmine: Twist1 inhibitor. GM6001: pan-MMP inhibitor. Ctl: control. The images in **a**–**m** represent 6 out of 7 experiments performed.

We further used lentivirus to transfect and overexpress Twist1 in the wild-type mouse wounds on PWD10 and observed a significant increase in the resultant hair follicle numbers on PWD28 (Fig. 5k–n). Correspondingly, we re-analyzed public microarray data that compared mouse strains with high and low WIHN capacity^40^, and found that Twist1 expression levels are also significantly higher in the high regenerative strain (C57BL/6 X FVB X SJL) than the low regenerative one (C57BL/6, *p* = 0.004, Supplementary Fig. S4e). These findings verify that Twist1 and its downstream signals such as MMP play important roles in controlling wound stiffness and hair follicle neogenesis during WIHN (Fig. 5n, o).

To explore the signaling molecules perturbed by Twist1 knockdown during WIHN, we compared the gene expressions of PWD14 wild type epidermis wound center to that of K14-Cre-Twist1, and found downregulation in many genes related to cell proliferation, Wnt/β-catenin signaling (Supplementary Fig. S4f, g) and ECM remodeling (Fig. 5p). Previous studies have demonstrated that the epidermal placodes are required for underlying dermal condensation and the ensuing hair follicle development^41,42^. To further explore whether epidermal Twist1 affects DC fate acquisition during WIHN, we performed RNA-seq analysis on PWD14 wild type dermis wound center, PWD14 wild type dermis wound margin, and PWD14 K14-Cre-Twist1 dermis wound center. 

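Dermis of laboratory mouse wounds at PWD14 was represented by 9 single-end, strand-specific libraries. The library numbers printed in Supplementary Fig. S5a and b divide the 5 wild-type wound center libraries into 2 that were compared with 2 wound margin libraries and 3 that were compared with 2 libraries of K14-Cre-Twist1 wound center (KO). The 2 comparisons therefore share no library. The authors deposited counts made as for the epidermis. The wild-type wound center libraries compared with the margin held 22067305 and 19413261 reads on genes, and the wound margin libraries 23219721 and 22190444. The wild-type libraries compared with the KO held 28615931, 19844050 and 26341115 reads, and the KO libraries 21252234 and 21697643. Variation between replicates was larger than in the epidermis, with a biological coefficient of variation of 0.532 for wound center against wound margin and 0.840 for KO against wild type. In counts simulated with this variation, edgeR's quasi-likelihood test recovered 49.5% of the genes with a log2 fold change of 3 in the first comparison and 0% in the second, at an FDR under 0.05. Every simulated gene was given the same variation, which real genes do not share, so that these shares are not the power of the comparisons.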

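Between wild-type wound center and wound margin dermis, 2329 of 14698 tested genes had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test, 751 higher and 1578 lower in the wound center, where about 735 would pass by chance. With an FDR under 0.05, 125 genes were left, 17 higher and 108 lower. Other settings moved the count of 125 to between 5, with all laboratory mouse libraries in one fit, and 886, with edgeR's likelihood ratio test. Among the largest increases with an FDR under 0.05 were those of Mmp12 (log2 fold change 2.20), Ifit1 (2.06), Ifi27l2a (1.99) and Irf7 (1.90). Prr9, Krt27, Krt77, Flg2 and Hrnr, which are genes of hair and of the epidermal surface, were at least 764, 723, 656, 612 and 560.2-fold lower, with 0 counts in the wound center. The margin libraries had 45.8 and 157 CPM of Krt77, so that its bound rested mostly on 1 of them. Marker genes of other tissues were lower in the wound center as well. The median log2 fold changes were -3.20 for the 14 keratinocyte genes, -11.45 for the 15 hair shaft genes and -8.68 for the 7 tested adipocyte genes. The fibroblast marker genes had a median of 0.36. Twist1 had 138 ± 30.1 CPM (SD, n = 2) in the wound center and 118 ± 11.1 CPM (SD, n = 2) in the wound margin, a log2 fold change of 0.22 (standard error 0.22, FDR = 0.716).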

There are 1623 DEG between PWD14 wild type dermis wound center vs margin (Supplementary Fig. S5a). Among them, DC signature genes are significantly enriched (*p* = 1.06 × 10^−5^), which suggests DC niche formation in the PWD14 dermis wound center. In addition, we found 928 DEG between K14-Cre-Twist1 and wild type dermis wound center comparison (Supplementary Fig. S5b), and the significantly enriched pathways include cell movement, ECM, inhibition of MMP, Wnt/β-catenin signaling and integrin signaling (Fig. 5q). 

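The gene set that the paper built from a published table is not printed in it, so the enrichment of DC signature genes was not analysed here. The 44 DC signature genes found among those named in Fig. 5r and Supplementary Fig. S5e were looked up instead, and 43 of them were tested between wound center and wound margin dermis. An unadjusted p-value under 0.05 was reached by 18 genes that were higher and 6 that were lower in the wound center. An FDR under 0.05 was reached by 1 gene, which was lower. Adjusted over these genes alone, 10 higher and 3 lower genes passed, which shows no stability because the genes were called on the same libraries. Sstr2 had the largest increase of the genes in Supplementary Fig. S5e, with a log2 fold change of 3.75. Col7a1 had a log2 fold change of 1.23 and an FDR of 0.100 in edgeR's quasi-likelihood test.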

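Twist1 transcripts were counted in all dermis libraries of the KO comparison, with 75.5 and 42.8 CPM in the KO libraries and 58.3, 35.6 and 107 CPM in the wild-type libraries. Its log2 fold change between KO and wild type was -0.19 (standard error 0.47, FDR = 0.885 from edgeR's quasi-likelihood test). Of 14163 tested genes, 1631 had an unadjusted p-value under 0.05, 988 higher and 643 lower in the KO, where about 708 would pass by chance. The number with an FDR under 0.05 was 8, and DESeq2 moved this count most, to 787, although in the simulated counts DESeq2 also called 75 unchanged genes, while requiring at least 10 counts in every library left 0. The 8 genes were Xist, Ifi202b, Ly6d, Ddx3y, Eif2s3y, Krt6a, Tnxb and Krt14. Xist, which female cells transcribe, had 0 counts in the KO libraries and was at least 4099-fold lower than in the wild type, while the Y-linked genes Ddx3y and Eif2s3y had 0 counts in the wild-type libraries and were at least 548.3 and 469.6-fold higher in the KO. Ifi202b was at least 799.8-fold higher. Krt14 had 410 and 4580 CPM in the KO libraries and 1.09, 3.01 and 6.86 CPM in the wild-type libraries, and the 12 tested keratinocyte marker genes were all higher in the KO, with a median log2 fold change of 9.50. Tnxb had a log2 fold change of 3.30 (standard error 0.38, FDR = 0.0474). The largest decreases after Xist, with an unadjusted p-value under 0.05 and an FDR above it, were those of Trem1, Tarm1, Gm2115 and Trpm2, at least 157, 69.2, 58.7 and 54.1-fold lower. The wild-type libraries had 7.17, 50.7 and 8.68 CPM of Trem1 and 3.18, 14.4 and 5.35 CPM of Trpm2. The bounds of these genes thus rested mostly on 1 library. Snai1 fell from 71.3 ± 30.6 CPM (SD, n = 3) to 22.8 ± 9.79 CPM (SD, n = 2), a log2 fold change of -1.65 (standard error 0.47, FDR = 0.276). Against the other 2 wild-type wound center libraries, a comparison chosen after seeing the values because their Xist and Ddx3y counts are like those of the KO, the log2 fold change was 0.01 for Snai1 and -1.11 for Twist1 (FDR = 0.485). The pathway enrichments rest on IPA and were not analysed here.

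**Figure D3:**
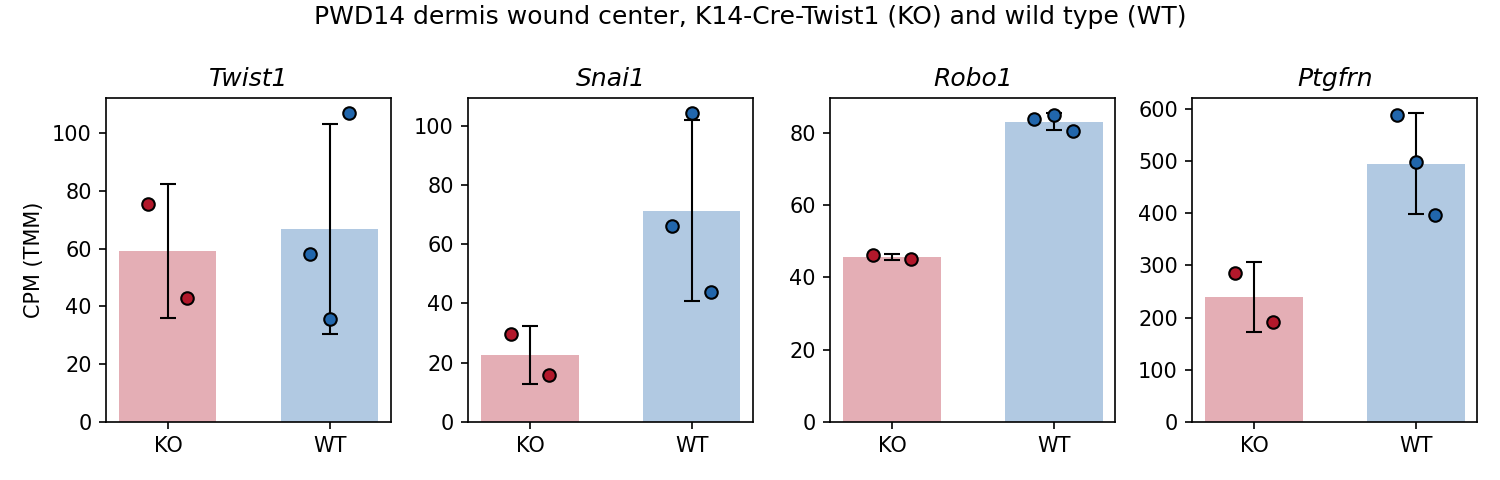
Expression of Twist1, Snai1, Robo1 and Ptgfrn in CPM in PWD14 wound center dermis of wild-type (n = 3) and K14-Cre-Twist1 (n = 2) mice. Bars are means, error bars SD and points libraries; the points of the groups overlap for Twist1 and are separate for the other three genes.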

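The comparisons of wound center with wound margin dermis and of KO with wild-type wound center dermis had 13747 tested genes in common. Of these, 1809 had an unadjusted p-value under 0.05 in the first, 1590 in the second and 439 in both, where 209 would be shared if the comparisons were independent (odds ratio 3.00, 1-sided Fisher's exact test, p = 4.58e-61). Genes are not independent replicates, so this p-value does not measure variation between animals. Requiring at least 10 counts in every library moved the number of shared genes most, to 229. With an FDR under 0.05 in both comparisons, 1 gene was shared, Ly6d, a gene of stratified epithelium. In the KO comparison, the groups also differed in the sex-linked genes Xist and Ddx3y and in keratinocyte marker genes.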

To further investigate the contribution of epidermal Twist1 to dermal condensation, we overlapped DEG from wild type dermis center vs margin (total 1623 genes) and those from K14-Cre-Twist1 vs wild type dermis center genes (total 928 genes) (Supplementary Fig. S5c), and found 258 significantly overlapping DEG (*p* = 1.37 × 10^−40^). This indicates many DEG between wild type dermis wound center and margin were perturbed by epidermal Twist1 knockout. Among these DEG, most of the significantly upregulated genes were significantly downregulated by knocking out epidermal Twist1, and vice versa (*r* = −0.61, *p* = 1.1 × 10^−27^, Supplementary Fig. S5d). Similarly, we can identify 23 DC signature genes that are upregulated in the wild type dermis wound center vs wound margin, which were also downregulated by epidermal Twist1 knockout (Supplementary Fig. S5e). 

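Of the 439 genes with an unadjusted p-value under 0.05 in both dermis comparisons, 391 (89.1%) changed in opposite directions. In this set, 307 were lower in the wound center than in the margin and higher in the KO, and 84 were higher in the wound center and lower in the KO. The log2 fold changes of the 439 genes had a Pearson correlation of -0.589 across genes, which are not independent replicates, and those of all 13747 tested genes had one of -0.270. Among the alternatives that kept the paper's division of the wild-type libraries, the correlation was weakest with edgeR's likelihood ratio test, at -0.326. Genes at least 2-fold higher in the spiny mouse epidermis than in its dermis made up 77.9% of the 307 genes and 3.57% of the 84 genes.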

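The 23 DC signature genes of Supplementary Fig. S5e were all higher in the wound center than in the wound margin dermis, with a median log2 fold change of 0.71, and 17 of them had an unadjusted p-value under 0.05. Between KO and wild type, 22 were lower and 1 was higher, with a median log2 fold change of -0.80, and 10 of the lower genes had an unadjusted p-value under 0.05. Both thresholds were passed by 6 genes, Abhd2, Adamts12, Cmklr1, Nfatc4, Ptgfrn and Unc5b. None of the 23 had an FDR under 0.05 in either comparison, and adjusted over the list alone 16 passed in the first and 4 in the second, which shows no stability for genes called on the same libraries. Ptgfrn, on chromosome 3 of GRCm38 from 101040230 to 101110745, had 303 ± 24.7 CPM (SD, n = 2) in the wound center and 208 ± 7.94 CPM (SD, n = 2) in the margin (log2 fold change 0.54, FDR = 0.221 from edgeR's quasi-likelihood test). In the KO it had 239 ± 66.9 CPM (SD, n = 2) against 495 ± 96.7 CPM (SD, n = 3) in the wild type (log2 fold change -1.05, standard error 0.28, FDR = 0.271). The 15 fibroblast marker genes had a median log2 fold change of -0.52 between KO and wild type, 0.643 of the median of the 23 DC genes. The median was 0.25 for the 10 endothelial marker genes, -0.28 for the 10 macrophage marker genes and -2.60 for the 6 tested neutrophil marker genes.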

In total, there are 31 DC signature genes that are downregulated in PWD14 K14-Cre-Twist1 dermis center versus wild type (Fig. 5r). These results suggest that epidermal Twist1 plays an essential role in regulating DC and following hair follicle regeneration via an epidermal-dermal signaling interaction during WIHN.

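Of the 31 DC signature genes of Fig. 5r, 30 were found in the files, and Tp53inp1 was not. Between KO and wild-type wound center dermis, 14 were lower and 16 higher. With an unadjusted p-value under 0.05, 11 were lower (Abhd2, Adamts12, Col23a1, Igfbp4, Lrrn3, Nrp2, Pcsk5, Ptgfrn, Robo1, Sox11 and Unc5b) and 15 were higher (Acer2, Bmp3, Cd24a, Ctsf, Dlgap2, Ephb6, Itih5, Klf4, Lama2, Lmbrd1, Lrrc28, Mfap3l, Prelp, Sept4 and Vldlr). No gene of the list had an FDR under 0.05. Robo1, on chromosome 16 of GRCm38 from 72027518 to 73047491, had 45.6 ± 0.788 CPM (SD, n = 2) in the KO and 83.1 ± 2.25 CPM (SD, n = 3) in the wild type, a log2 fold change of -0.86 (standard error 0.25, FDR = 0.277 from edgeR's quasi-likelihood test). Across the alternatives, its FDR ranged from 1.72e-06 to 0.673, the latter against the other 2 wild-type wound center libraries. Col23a1 and Nrp2 had log2 fold changes of -4.39 and -1.03, with FDR values of 0.184 and 0.270. Abhd2 had 41.5 and 4.98 CPM in the KO libraries and 72.7 ± 16.0 CPM (SD, n = 3) in the wild type. In the other direction, Bmp3, Cd24a and Prelp rose by log2 fold changes of 4.10, 3.50 and 2.46, and Cd24a had 17.9 and 287 CPM in the KO libraries.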

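The paper reasons from the overlap of the dermis comparisons, the opposite directions of the shared genes and the lower DC signature genes in the KO. It proposes that epidermal Twist1 regulates the DC and hair follicle regeneration through signaling between epidermis and dermis. The KO and wild-type libraries behind this step differed in 5 of 5 sex-linked genes and in the keratinocyte marker genes, whose median was 20.2 and 846 CPM in the KO libraries and between 0 and 0.588 CPM in the wild-type libraries.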

Our findings here suggest tissue mechanics and epidermal Twist1 may feed in Wnt/β-catenin based hair primordia formation pathway in WIHN. This new “non-canonical” concept will be further discussed in discussion, together with literature.

### Turing-like mechanism explains an optimal wound stiffness range facilitates new hair placode formation

From our previous mechanical analysis, we allude that an optimal range of wound stiffness is required for hair neogenesis to occur. This also suggests that in order for the hair placode to form and invaginate into the dermis, the aggregated cells should be able to overcome the physical barrier of the dermis. To quantify its mechanical properties, we used the AFM to map multiple 100 × 100 μm squares in the wound center to explore the apparent stiffness of the PWD14 hair placodes versus surrounding wound bed on a micrometer scale (Fig. 6a, left). The results show that the stiffness of hair placodes (17.36 ± 0.34 kPa) is significantly higher than that of the wound center (10.53 ± 0.58 kPa), but still much lower than the wound margin (Fig. 6a, dot plot), implying that the activated epithelial placode cells also undergo mechanical changes in addition to gene expressions (Fig. 6a′). In parallel, we also found that the average stiffness of E14 mouse embryonic skin to be 7.3 ± 0.6 kPa while its hair placode is 9.6 ± 0.5 kPa (Supplementary Fig. S6a, b), which is comparable to the microenvironment of the wound center in laboratory mice and the entire wound bed in spiny mice.

**Fig. 6:**
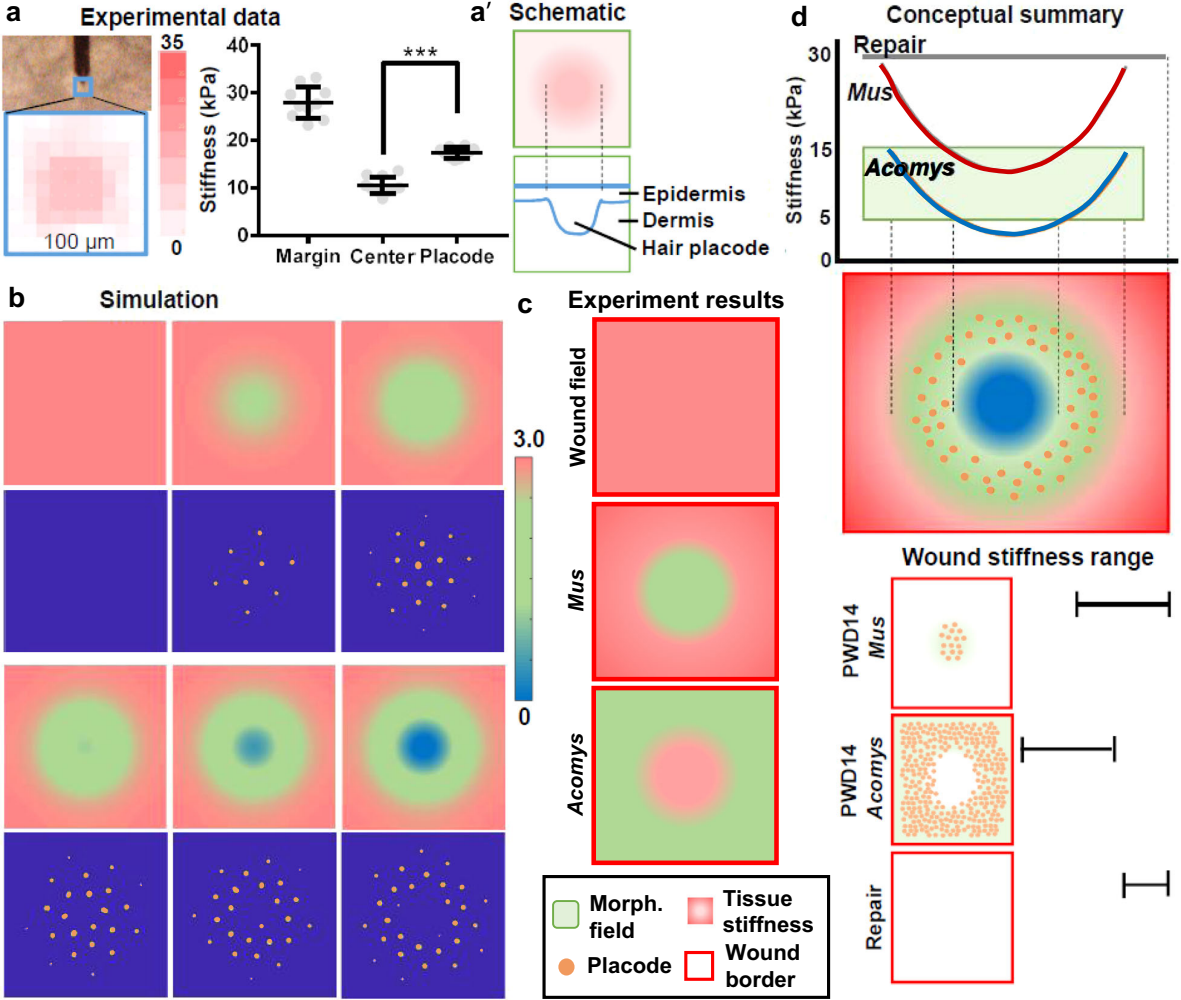
Multiscale tissue mechanics set up morphogenetic field for WIHN. **a** AFM stiffness mapping demonstrates the stiffness of the hair placode. This is based on experimental data. Top left: an AFM cantilever scanning a PWD14 wound. Blue box demarcates the 100 × 100 μm scanning area. Below: stiffness heatmap of a placode. Colorimetric unit: kPa. Right panel: Dot plot showing the stiffness of placode with respect to wound margin and center. Representative image of 3 out of 3 experiments. *n* = 9 regions examined over 3 independent biological animals. Data are presented as mean values ± SD. *p* < 0.0001, unpaired two-sided *t*-test. **a**′ Schematic diagram of placode stiffness and its respective cross-sectional view. **b** Hypothetical model showing feedback loop in a Turing system with an underlying measure of stiffness. Simulations illustrating stationary distributions of *u* (activator, blue background blocks) and *E* (stiffness, pick background blocks) with increasing *s* (source coefficient, measures the strength of the *E* source). The underlying domain is a square of side length 100 and the color shows the value of *S* at each grid point, S(*x*, *y*). The ‘size’ of the soft region is controlled by *σ*. From left to right and then the row below, the values of *s* are 2, 4, 6, 8 and 10, and *σ* = 20. In all cases random initial conditions from a uniform distribution of [0.5, 1.5] are used. **c** Schematic drawing showing the opposite topology of morphogenetic competent and non-competent region in the wound bed. **d** Conceptual summary of the way we perceive the relationship between tissue stiffness and morphogenetic field (Top). Summary based on data from Figs. 1 and 2. Middle: It highlights the different geographic distribution of the morphogenetic field (green) within a wound bed (red frame), and also the periodic appearance of hair primordia (orange) within the morphogenetic field (green). When the wound stiffness is too low (blue), no placode can form. Bottom: Stiffness of different wound beds predicate distribution of morphogenetic field and placode formation.

Turing model has been proposed as the underlying mechanism of pattern formation^43^. Here we look to construct a Turing system^44^ to explain the differential placode formation pattern in laboratory and spiny mice, which is linked to the underlying structure of the solution region. Namely, the system should produce spots (hair placodes) within a specific region of stiffness; if the solution region is too soft, or too stiff, then the system does not pattern.

We consider three diffusible populations an activator, $$u$$, an inhibitor, $$v$$, and a measure of stiffness, $$E$$. Specifically, $$u$$, $$v$$ and $$E$$ are thought to be biochemical populations that are able to interact with each other. The prototypical “Schnakenberg” Turing kinetics^43,45,46^ exist between the populations $$u$$ and $$v$$. The Schnakenberg kinetics are a general form of Turing kinetics, whereby all dynamics can be connected to source parameters, $$\alpha$$ and $$\beta$$. Since we have no guidance on kinetics these are as good as any kinetic type and swapping them for some more accurate kinetics should not influence the resulting conclusions.

We adapt the Schnakenberg kinetics by modulating the inhibitor source by the population $$E$$, which we take to be a stiffness measure of the field. Namely, a soft field has low density ECM and, thus, (we assume) the soft field produces more $$E$$, which, in turn produces more $$v$$. We consider a square spatial domain $$[-{\mathrm{50,50}}]\,\times [-{\mathrm{50,50}}]$$, centered at zero, with Neumann boundary conditions and random initial conditions. In terms of the mathematics we produce the following system of interactions:

1 $$\underbrace{\frac{{\rm{d}}u}{{\rm{d}}t}}_{{\rm{Rate}}\, {\rm{of}}\, {\rm{change}}\, {\rm{of}}u} = \underbrace{{\nabla }^{2}u}_{{\rm{Diffusion}}\, {\rm{of}}u} + \underbrace{\alpha -u + {u}^{2} v}_{{\rm{Schnakenberg}}\; {\rm{interaction}}},$$

2 $$\underbrace{\frac{{\rm{d}}v}{{\rm{d}}t}}_{{\rm{Rate}}\; {\rm{of}}\; {\rm{change}}\; {\rm{of}}v}={D}_{v}\underbrace{{\nabla }^{2}v}_{{\rm{Diffusion}}\; {\rm{of}}v}+\underbrace{E-{u}^{2}v}_{{{{\rm{Schnakenberg}}\; {\rm{interaction}}\atop {{\rm{with}}\; {\rm{production}}}}\atop {{\rm{dependent}}\; {\rm{on}}E}}},$$

3 $$\underbrace{\frac{{\rm{d}}E}{{\rm{d}}t}}_{{\rm{Rate}}\; {\rm{of}}\; {\rm{change}}\; {\rm{of}}E}={D}_{E} \underbrace{{\nabla }^{2}E}_{{\rm{Diffusion}}\; {\rm{of}}E}+\underbrace{{sS}(x,y)}_{ {{{{{\rm{Region}}\; {\rm{of}}}\atop {{\rm{soft}}\; {\rm{tissue}}}}\atop {{\rm{acts}}\; {\rm{as}}\; {\rm{a}}}}\atop {{\rm{source}}\; {\rm{for}}E}}}-\underbrace{E}_{E{\rm{decays}}\; {\rm{over}}\; {\rm{time}}}.$$

The coefficients $${D}_{v}$$ and $${D}_{E}$$ are positive constants, which measure how quickly the populations spread. The source coefficient, $$s$$, measures the strength of the $$E$$ source,

4 $$S (x,y) = {\rm{exp}} \left(-\left(\frac{x}{\sigma }\right)^{2}-\left(\frac{y}{\sigma }\right)^{2}\right).$$

This means that the $$E$$ source is a scaled Gaussian distribution centered at zero. The source is highest in the center and decays towards the boundary. Physically, this means that the tissue is softest in the center and stiffest on the boundary. The ‘size’ of the soft region is controlled by $$\sigma$$, namely, increasing $$\sigma$$ makes the source function ‘wider’ meaning that more of the tissue is soft. An illustrative example of $$S$$ is shown in Fig. 6B.

Simulations of increasing $$s$$ can be seen in Fig. 6B. The top row (pink background) shows the output $$u$$ after a threshold (color change) has been applied, illustrates the change in tissue stiffness. The bottom row (blue background) shows the accompanying profile of $$E$$, reflects spot pattern formation. Namely, the spots in the blue background illustrate the regions in which $$u > 3.8$$. Once again, as $$E$$ decreases (from pink to green and blue) we expect the tissue beneath to be softer. Thus, we see that as $$s$$ increases left to right the center becomes lighter and lighter (pink background blocks). Notably, as the center becomes too soft (the last 2 pink background blocks in the third row) we see that placodes stop forming in this region (the last 2 blue background blocks in the bottom row). Hence, we have produced a simulation in which a Turing pattern has a feedback loop with an external field, which is considered to be a measure of the underlying ECM stiffness. Critically, in order for spots to form the media can be neither too stiff nor too soft.

## Discussion

In summary, we show that multiscale tissue mechanics of the wound bed partake in setting up the morphogenetic field for WIHN, and Twist1 is an important chemo-mechanical regulator involved in initiating cellular events that lead to placode formation and invagination through symmetry breaking of the epidermis, ECM remodeling, collective migration and epidermal-dermal crosstalk. As we try to recapitulate the developmental process to facilitate regenerative wound healing, the mechanical microenvironment of the tissue should also be considered. The stiffening of the epithelial hair placode serves as an important symmetry breaking point - cells invaginating into the soft dermis (Fig. 6a). Identifying 5–15 kPa as the optimal stiffness range (Fig. 2k) is important in setting up the morphogenetic field for the hair placodes to overcome the physical barrier of the microenvironment and invaginate into the dermis. Furthermore, different spatiotemporal dynamics of wound stiffness in different species predicate the distribution of morphogenetic field and placode formation (Fig. 6c, d).

We demonstrate that there are two levels of symmetry breaking during successful WIHN, in parallel to the developmental process. The first level is the generation of morphogenesis competent field (green) from the center (Fig. 6b, c). The second level is the generation of periodically arranged hair germs forming (brown dots, Fig. 6b, blue blocks) from the morphogenesis competent field. In the spiny mice, the topology is reversed with the competence zone (green) on the periphery, while the central field (pink) cannot form hairs (Fig. 6c). By perturbing tissue stiffness, we can even generate a concentric ring-shaped competent field, fulfilling the prediction of the model (Fig. 6b, d). Additionally, the Turing mechanism can also help explain the asymmetric field in the less uniform environment (e.g., wound), development and growth^47^.

The key question is what factors are required to make a region competent to undergo further periodic Turing patterning to generate hair placodes in the adult skin. The multiscale tissue mechanics perspective allows us to compare the similar and distinct pathways in development and WIHN, and appreciate that laboratory and spiny mice have evolved and manifested during regenerative wound healing, in contrast to repair. The findings and concept, together with those in recent WIHN studies are discussed in the following.

### Macroscale symmetry breaking of tissue mechanics in the wound bed leads to the emergence of morphogenetic field

By comparing the mechanical and molecular response of the laboratory and spiny mouse during wound healing, we found that the hair placode formation pattern is opposite in laboratory and spiny mice during WIHN and this spatial difference is predicated by the wound bed with stiffness between 5–15 kPa, which is optimal for hair neogenesis and also the spatiotemporal expression of Twist1-related TFs.

We postulate that the spatiotemporal formation of the hair placodes is a good indication of the morphogenetic field of the wound bed, established partly by tissue mechanics. Previous studies have shown that there is an optimal matrix stiffness for different cell behaviors (e.g., cell migration, proliferation, differentiation), and very soft matrix impedes focal adhesion formation and cell migration^48^. We postulate that on PWD14 the wound center of the spiny mouse was still too soft for epidermal cells to form the hair placode, a process that requires epithelial cells to migrate and invaginate into the dermis, hence it occurred later on PWD21 when the wound stiffness reached over 5 kPa. On the other hand, a wound bed stiffer than 15 kPa may be too stiff for the epidermal hair placode cells to invaginate, as demonstrated by the thick and dense collagen fibers in the PWD14 laboratory mouse wound margin (Fig. 1l–s). The high collagen III expression in the spiny mouse wound in PWD14 and PWD21 (Fig. 2i), in contrast to the very few detectable collagen fibrils by SHG (Fig. 2h, Supplementary Fig. S2e, f), suggest that collagen III (not very crystallined and generates little SHG signal^38,39^) may be responsible for constituting the soft wound bed that resembles the physical environment of the embryonic skin, ideal for hair neogenesis. Recent studies also showed that ECM stiffness and mechanical forces exerted from the epidermal cells cohesively instruct tissue architectures and function^49,50^.

Having a soft wound bed may also modulate the signaling of ECM remodeling gene expression. The time-course RNA-seq analysis of the spiny mouse wound showed an 1-week delay in the peak expression time of Twist1-related genes (PWD14) and ECM, MMP, integrins and other TFs (PWD21) in spiny mouse (Fig. 4b–d). 

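Fig. 4b to d show 4 time points, and each dermis time point other than PWD0 and PWD21 rests on 1 library. By highest mean in the dermis, 21 genes that Table 1 gives for regulation of the EMT pathway, those with at least 1 CPM, divided into 7 at PWD14, 8 at PWD21 and 6 at PWD28, and 108 transcription factors of Table 3 into 21 at PWD0, 36 at PWD14, 23 at PWD21 and 28 at PWD28. In the epidermis, the ECM and MMP genes were also most often highest at PWD14, with 28 of 67 genes, against 6 at PWD21. These divisions are descriptive, since no test across all time points was made.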

We speculate that a suitable tissue stiffness is also required for TF to enter the nucleus, as supported by findings that force-induced nuclear deformation modulates nuclear entry of TF^51^. Hinz has also proposed a candy wrap theory to describe that certain level of mechanical force is required to release active TGF-β from its latent form^52^. The spiny mouse dermal cells also demonstrate fewer α-SMA-positive stress fibers upon substrate stiffness increase^53^. The spiny mouse’s ability to keep the wound bed soft during early stages of wound healing could delay the nuclear entry and activation of the upstream TF and hence the expression of certain ECM, MMP and integrins, and consequentially set up the optimal molecular and mechanical wound bed as morphogenetic field. Furthermore, it is worth noting that Twist1 expression is higher in the dermis than epidermis (Fig. 4e) in spiny mouse around the hair placode, which is more representative of the embryonic dermal Twist1 expression during development (Supplementary Fig. S3d). These features could be the evolutionary advantages that the spiny mice have evolved to promote regenerative wound healing and survival. These similar yet distinct regulations of Twist1 and tissue mechanics between laboratory and the spiny mice remain to be investigated.

### Microscale symmetry breaking of tissue mechanics in the morphogenetic field leads to the emergence of hair primordial

We have identified Twist1 as the key upstream chemo-mechanical regulator to activate ECM remodeling, epithelial cell movement, epithelial proliferation, Wnt/β-catenin signaling, and DC in the dermis (Figs. 3–5). Analysis from a previous microarray database also showed that Twist1 expression is higher in the mice strain with high regenerative capacity compared to a low capacity strain (Supplementary Fig. 4e)^40^. Twist1 is shown to directly regulate *Cdh11*, *Grem1*, *Zeb1*, *Dkk3*, *Gli1*, *Fgfr1*, *Tbox18*, *Col6a2*, and *Lamb1* (Supplementary Fig. 7) when we reanalyzed a database that used H3K4me3 ChIP-seq to show the epigenetic reprogramming following Twist1-mediated EMT in human epithelial cells^54^. Others have also shown direct transcriptional binding of Twist1 on the Snai2 promoter^55^. This effect of Twist1 also corroborates with the detected increase in the stiffness of the placode. At the same time, Twist1 has also been shown to directly bind to the MMP promoter to exert its transcriptional effect^56^. By inducing MMP activity at the hair placodes and remodeling local ECM, we postulate this can lower the physical barrier of the dermis to also facilitate placode invagination. In this study, we used small molecule inhibitors Harmine and GM6001 to inhibit Twist1 and pan-MMP activities, respectively. Harmine targets the Twist1 pathways through its promotion of Twist1 protein degradation^57^ and is also capable of blocking the activities of dual-specificity tyrosine phosphorylation-regulated kinase family proteins and mitogen activated protein kinase^58^. GM6001 is a potent reversible broad spectrum inhibitor of zinc-containing proteases, including various MMPs (MMP-1, −2, −7, −8, −9, −12, −13, −14, −16, and −26), disintegrin and metalloproteinase domain-containing (ADAM) proteins ADAM9, ADAM10, ADAM12, and ADAM17^59^. Although the results of the inhibitor treatment fell in line with our hypothesis and other Twist1-functional perturbation studies (lentivirus transfection and K14-Cre-Twist1 transgenic mice), and there is no significant difference between the number of new hair follicles observed in K14-Cre-Twist1 and Harmine treated wounds (Fig. 5n), we acknowledge these inhibitors’ potential side effects outside of Twist1 pathway activities.

Furthermore, in order for the epithelial cells to continue to invaginate downward into the dermis, the cell number needs to increase, which can be observed in the highly enriched epidermal proliferation and movement genes in the gene set enrichment analysis (Fig. 3b). Similar expression of Twist1-related genes at the hair placodes have also been observed in our spiny mouse RNA-seq analysis (Fig. 4b), others’ laboratory mice WIHN microarray database^60^ and human hair follicle morphogenesis^40^. Our K14-Cre-Twist1 RNA-seq analyses also imply that epidermal Twist1 plays a role in dermal-epidermal interaction (Fig. 5q, r). The well-established morphogenesis initiator of skin development, β-catenin, has been shown to directly activate Twist1 expression in skull progenitor cells^61^. Therefore, we reason that Twist1 is one of the chemo-mechanical regulators that responds to β-catenin activation to induce symmetry breaking of the morphogenetic field of the epidermis, which facilitates dermal–epidermal interactions and initiates ECM remodeling, cell proliferation and collective migration, leading to placode formation and invagination during WIHN. Alternatively, Twist1 itself could also play the role of a mechanosensor during mechanotransduction for the wound induced hair follicle neogenesis^62–65^.

### WIHN studies identify the concept of noncanonical and canonical hair primordia formation pathway

WIHN is a combination of local periodic patterning events and a global influence that constitute the morphogenetic field. The canonical Wnt, β-catenin and Shh^66^ have been identified as the critical activators of WIHN. Ablation of Wnt in the wound epidermis via inducible β-catenin deletion eliminates hair neogenesis, while overexpression of Wnt in the wound epidermis enhances it^22,67^. On the other hand, non-canonical signaling also regulates WIHN, some by interacting with the canonical signals. The δαT immune cells secret Fgf9 to act on the neighboring myofibroblasts in the wound, inducing them to secret Wnt2a ligand^60^. Double stranded RNA, which is released during injury, activates Toll-like receptor 3^40^ and its downstream effectors IL-6^68^ and Stat3 to promote hair neogenesis. This effect is achieved through the induction of known hair morphogenetic molecules such as Edar, Wnt, and Shh pathways.

Based on our earlier developmental studies of periodic formation of the feather and hair germs, we noticed there are two waves of molecular expression, which we name them restrictive and de novo mode, respectively^4^. In short, restrictive mode molecules are present before periodic patterning occurs, and are required for periodic patterning process, while de novo molecules are the readout. Our data showed Twist1 is expressed higher in the wound center (Fig. 3f), it is not exclusively expressed in the nucleus of hair placode cells, but also inter-follicular epidermis (Fig. 3f, g). These results suggest that Twist1 belongs to the “restrictive mode” molecules, and therefore they are present in the epidermis in both putative placode and inter-placode regions. Our view is that Twist1 is initially broadly expressed in the morphogenetic zone of the wound bed, and become accentuated in the placode region and enter the nucleus when the sum of all the upregulating factors for placode formation reaches a threshold. This is supported by our experiments where either softening the wound bed or overexpressing Twist1 in the wound enhanced WIHN. In spiny mice, we have noted that epidermal Twist1 is expressed predominantly but not exclusively in basal cells (Fig. 3f, g). While we postulate that activation of Twist1 in the basal cells suggests a prelude for EMT, recent discovery in the heterogeneity of wound epidermal cells^69^ eludes that a more comprehensive and single-cell resolution future study is required to identify the molecular identities of these Twist1-positive and placode forming cells.

In this study, we show that Twist1 plays a key role in epidermal and dermal signaling during wound-induced hair primordia formation, which is a different mechanism adopted during developmental process. Studies have identified the binding sites for β-catenin on Twist1 promoter^61^, although in our K14-Cre-Twist1 gene expression analysis, knocking out Twist1 also affected Wnt/β-catenin expression in both the epidermis and dermis during WIHN. We postulate β-catenin may be the initial activator of Twist1, and Twist1 can also loop back to regulate canonical Wnt/β-catenin signaling. These findings provide insights on the canonical/non-canonical molecular events during WIHN. Furthermore, we also demonstrate that tissue mechanics, or the stiffness of the wound bed, the ECM, and the stiffness of the cells also partake during WIHN; the hair primordia formation is not exclusive to molecular signaling events. The soft and easy-to-shed feature of the African spiny mouse skin not only serves as an escape strategy from predators^27^, but also fosters the optimal mechanical cue for hair primordia formation during wound healing. Understanding the common and distinct features of laboratory and spiny mice in response to wounding shed light on evo-devo advantages and provide perspectives for future implications.

## Methods

### Animal model

All animal work was performed according to the approved animal protocol, guidelines and regulations for the care and use of laboratory animals of University of Southern California (USC). Ethical approval was obtained for all experiments performed. All mice were housed in climate controlled indoor facilities in a temperature range between 21 and 26 °C with a 12:12-h controlled dark/light cycle. Humidity is maintained at 30–70%. C57BL/6J mouse purchased from Jackson Lab was used as the primary animal for this study. The K14-Cre-Twist1 mice were bred by crossing the Twist1 conditional null (Twist1^+/+^)^70^ and Tg(KRT14-cre)1Amc/J (Jackson Lab) mice. The wild type Twist1^+/+^ mice were used as the control in transgenic mouse study. The African spiny mouse, *Acomys cahirinus*, is a kind gift from Dr. Malcolm Maden at the University of Florida and Dr. Ashley W Seifert of University of Kentucky. A colony of captive-bred *Acomys cahirinus* was established at USC, and all experiments were per formed with protocols approved by the USC IACUC. We used both male and female 2-month-old spiny mice and 4-week-old C57Bl/6J mice for wound experiments unless otherwise specified.

### Wound-induced hair neogenesis assay

Mice were anesthetized using Ketamine–Xylazine (80 mg/kg; 5 mg/kg) and analgesic Buprenorphine SR (0.5 mg/kg) was given by intraperitoneal injection (IP) at the beginning of the procedure. A 1 × 1 cm square full thickness wound was excised on the posterior dorsum of 4-week-old mice (p28) using scissors, and let it heal by secondary intention. For the spiny mice, 1.5 × 1.5 cm square full thickness wound was excised on 8 week-old mice. Additional DietGel Boost (ClearH2O) was placed on the bottom of the cage during the first week post-operation. Mice of the same sex from the same litter were housed together and provided with half-dome shelter.

### Alkaline phosphatase (ALP) stain

To detect newly forming dermal papillae, alkaline phosphatase staining was performed as previously reported^22^. Briefly, full thickness wounds were excised and epidermis separated from the dermis using 20 mM EDTA. The dermis was fixed in acetone overnight at 4 °C, and washed in PBS several times. The dermis was pre-incubated in ALP buffer (0.1 M Tris-HCl, 0.1 M NaCl, 5 mM MgCl_2_ and 0.1% Tween-20) for 30 min, incubated with BCIP/NBT Color Development Substrate (Promega, Madison, WI, USA) in ALP buffer at 37 °C until color development. The reaction was stopped by washing with pH 8.0 Tris-EDTA and the tissue stored in PBS with sodium azide.

### Atomic force microscopy

AFM (NanoWizard 4a/CellHesion, JPK, Berlin, Germany) was setup for contact mode indentation in PBS. The spring constants of all cantilevers were calibrated via thermal noise method with correction factor in liquid^71,72^ prior to each measurement resulting in values of 0.03 N/m. To allow for proper modeling of the data, a glass bead (5 μm in diameter) was attached at the end of a tipless rectangular cantilever (Arrow-TL1, NanoWorld, Neuchatel, Switzerland) using 2-component epoxy (Gorilla Glue Epoxy Clear, Gorilla Glue Company, Cincinnati, OH, USA). A force series identified a maximum indentation force of 5 nN to show the most consistent results on test samples. A constant rate of 1 μm/s was used for the entire approach and retract sequence. Force-distance curves were collected and post-processed using the JPK package software (Data Processing, 6.3.11). The force curves were analyzed using the Hertz model with a spherical indentation^35,36^

The force on the cantilever F(*h*) is given by:

$$F\left(h\right)=\frac{{E}_{{sample}}}{1-{v}_{{sample}}^{2}}\frac{4\sqrt{R}}{3}{h}^{3/2}$$

where *h* is the depth of the indentation, *E* is the effective modulus of a system tip-sample, *v* is the Poisson ratio for the sample, and *R* is the radius of the AFM tip. The unit of Young’s modulus is calculated as N/m^2^, and expressed as pascal (Pa) or kilopascal (kPa). Poisson ratio was set at 0.5 since the spherical tip was incompressible relative to the sample. The temperature of the measurement was controlled at 32 °C to mimic the surface temperate of mouse skin^73^.

To maintain the biomechanical force integrity of the dorsal wound, the entire mouse skin organ was removed by creating an excision on the ventral side midline, extending from the anterior neck region to the posterior genital region, and then dissecting away the skin organ from the underlying fascia. Normal skin and wound stiffness were immediately measured after skin organ removal to prevent artifacts from tissue decomposition. AFM measurements were positioned across the wound starting from unwounded normal skin on one side and progressively traveling through to the opposite side; the near wound edge, the near wound bed, the wound center, the opposite wound bed, the opposite wound edge, and the opposite normal skin. At least 5 indentation points were taken for each region of interest.

### Second harmonic generation imaging

The animals were anaesthetized using Isofluorane. Body temperature was maintained with a homeothermic blanket system (Harvard Apparatus, Holliston, MA, USA). The SHG images of animals were acquired using the external detectors of an inverted Leica SP5 (Wetzlar, Germany) multiphoton confocal fluorescence microscope powered by a Chameleon Ultra-II MP laser at 860 nm and a 40x Zeiss water-immersion objective (NA1.2). A Z-stack series of 3 μm per slice, 50 slices in total was recorded during a time course starting at the cornified layer of the epidermis and ending at 150 µm depth for each time point.

### Heatmap of spatial stiffness of the wound

The interpolation of tissue stiffness was performed by using 3-D meshgrid function of MATLAB (R2015b, Natick, MA, USA). After obtaining a Young’s modulus (*z*) at a specific spatial location (*x*, *y*) in the wound, a 3-dimensional matrix was defined. When the positions and stiffness of all the measured spots were identified, we could interpolate the stiffness of the positions in between to average the stiffness of the nearest parameters using 3-D meshgrid function, by defining (*x*, *y*) as meshgrid and (*z*) as griddata. In the end, the heatmap was generated by defining the representative color of stiffness.

### Wound area calculation and stiffness analysis

The area of the wound is quantified by using the area measurement function under ImageJ according to its user guide ImageJ/Fiji 1.46 (NIH, Bethesda, MD). The photo of the wound was taken with a scale bar, hence the measured area in pixel unit can be converted to actual size.

To obtain the area of the wound under 15 kPa, we specifically adjusted the (*x*, *y*, *z*) values according to each respective wound so the heatmap was also actual size. Using Photoshop, we use the wand tool and set the tolerance value to match that of 15 kPa on the scale bar. By using this parameter, the wand tool could select the area of the wound along the 15 kPa line. This selected area is then saved and quantified using ImageJ to obtain the final actual area.

### Inhibitor treatments

Blebbistatin (Cayman, MI, USA), Harmine (Cayman, MI, USA) and GM6001 (Cayman, MI, USA) were dissolved in DMSO. 20 μl was applied once a day directly to the wound surface starting at post-wound day 10 (PWD10) and continuing until PWD16.

### Histological preparations

The wound tissues were fixed in 4% PFA and dehydrated in a graded alcohol series. The tissue was cleared in Xylene and embedded in paraffin wax. 6 μm sections were cut on a microtome. H&E sections were performed according to accepted protocol. Whole-mount tissues were fixed in 4% PFA and then stored at 4 °C in PBS with NaAzide.

### Paraffin section and whole-mount immunohistochemistry

Fixed tissues were permeabilized with methanol and blocked with 3% H_2_O_2_ for 30 min, and then serum blocked for 1 h. The primary antibody was added and incubated over night at 4 °C with agitation. The tissue was washed with TBST (Tris Buffered Saline Tween 20) and the secondary antibody was added for 1 h at room temperature. The tissue was washed with TBST and if utilized, a tertiary antibody was added for 1 h at room temperature. The tissue was washed and color was developed using the AEC kit (Vector Laboratories, CA, USA) or fluorescence was visualized with a fluorescence microscope. The whole-mount samples were cleared in a series of Glycerol-PBS until 100% Glycerol for imaging. The Twist1 (ab50887), Collagen I (ab34710) and Collagen III (ab7778) antibodies are from Abcam (Cambridge, MA, USA), MMP9 (N2C1, GTX100458) is from GeneTex (Irvine, CA, USA), Snai1 (13099-1-AP), P-cadherin (13773-1-AP), E-cadherin (20874-1-AP) and Zeb2 (14026-1-AP) are from Proteintech (Rosemont, IL, USA). The dilution ratio for section IHC was 1:50, 1:400 for wholemount immunostaining.

### Harvesting wounds from laboratory mice for RNA extraction

The wound was harvested and a 3 mm diameter hole-punch biopsy was taken from the geometric center of the wound, and the remaining wound tissue was considered the margin. The epidermis and dermis were separated manually under a dissecting microscope. The dissected dermis tissues were immediately placed in liquid nitrogen for 30 s. The frozen tissues were then disaggregated individually using a mortar and pestle, and then collected into a 1.5 ml microtube. The dissected epidermis was also collected into a 1.5 ml microtube.

### Harvesting wounds from spiny mice for RNA extraction

The spiny skin (shaved) or wound was harvested and placed epidermal side down in a 3 cm culture dish filled with a thin layer of 0.25% Trypsin-EDTA (ThermoFisher, Waltham, MA, USA). The level of trypsin should be just enough to cover the epidermis but not submerging the tissue. The tissue is incubated at 4 °C for 6–12 h, rinsed in PBS and the dermis-epidermis were separated manually under a dissecting microscope. The epidermis was collected into a 1.5 ml microtube. The dissected dermis was placed in liquid nitrogen for 30 s and disaggregated using a mortar and pestle, and collected into a 1.5 ml microtube.

### RNA extraction and RNA-seq

The RNA was extracted using the RNeasy Mini Kit (QIAGEN, Hilden, Germany). 1 µg of total RNA from each sample was used to construct an RNA-seq library using TruSeq RNA sample preparation v2 kit (Illumina, CA, USA). Sequencing (75 cycles single-end or paired-end reads) was performed by USC Molecular Genomics Core using a NextSeq 500 sequencer (Illumina, CA, USA).

### RNA-seq and microarray analysis

The mouse mm10 reference genome, and RefSeq genome annotation downloaded from the UCSC Genome Browser on 5 June, 2019 were used for RNA-Seq analysis^74^. The alignment, quantification, normalization, and differentially expression analysis were performed by STAR 2.6.1d^75^, htseq-count 0.6.0^76^, TMM^77^, and edgeR 3.26.8^78^, respectively. *P* value or False discovery rate < 0.05 was set as a threshold to identify differentially expressed genes (DEG). The hierarchical clustering, Venn diagram, volcano plot, gene expression profile, and scatter plot were carried out by Partek Genomics Suite 7.18.0723 (Partek Inc. MO, USA). The pathway enriched analysis based on Fisher’s exact test, and upstream analysis were performed by Ingenuity Pathway Analysis (Content Version: 60467501, Build: ing_beryl, Date: 11-20-2020; IPA, QIAGEN Inc. CA, USA). An HTMH form Perl CGI program was performed for the statistical significance of the overlap between two groups of genes (http://nemates.org/MA/progs/overlap_stats.html). The gene set of DC signature gene and EMT core genes were build based on Supplementary Table S1 of^79^ and upregulated genes in Supplementary Table S1 of^80^. Public microarray data under GEO database (GSE50418) were re-analyzed using Partek Genomics Suite 7.18.0723 (Partek Inc. MO, USA).

### Lentivirus production and transfection

The Twist1 overexpressing vector genome plasmid was cloned by inserting Twist1 promoter into the lentiviral backbone: 5′LTR-cPPT-Ubq-eGFP-P2A-Twist1-WPRE-3′LTR. Twist1 promoter was amplified from mouse genomic DNA, and the plasmid backbone was purchased from Addgene (Watertown, MA, USA). The empty backbone without Twist1 promoter insertion was used as control.

293T cells (ATCC^®^ CRL­3216™) at 50–60% confluency were transfected with 10 μg vector genome plasmid, 10 μg of packaging construct ΔR8.2, and 2 μg envelope plasmid pCMV-VSVG using the calcium phosphate method. 10 mM sodium butyrate was added to fresh media 16 h post-transfection and removed after 8 h. Virus-containing media was collected at 36 h post-transfection, sterile filtered, and ultracentrifuged on a 20% sucrose cushion at 110,863 g and 4 °C for 1.5 h before storing at −20 °C for up to 30 days or −70 °C indefinitely.

The virus was applied to the wound on PWD10 to infect the tissue. The efficiency of transfection can be visualized by detecting the eGFP intensity under a fluorescent microscope, and later verified by frozen section IHC.

### RT-qPCR

RNA extraction was done with Zymo Research Direct-zol RNA Kits. Reverse transcription was done using Superscript III First Strand Synthesis kit. The RNA and cDNA concentrations were measured with the NanoDrop 2000 spectrophotometer and normalized between samples. Primers used for qPCR are listed in Supplementary Table S2. The Ct values were measured using the Agilent Mx3000P qPCR system. The relative quantification was done by pyQPCR Version 0.9 software.

### Statistics

The Kolmogorov–Smirnov tests were conducted to test normal distributed random samples. Two independent sample *T*-tests (two-tailed) were used for comparing unpaired sample groups. For some datasets not equally and normally distributed, Wilcoxon rank tests were conducted using IGOR Pro or MATLAB to evaluate the statistically significant difference between two samples. Chi-square test was conducted in MATLAB. The photographs are representative samples of at least four replicates. Stiffness measurements were reported as the averaged of at least four independent samples. Hair follicle counts are reported as the average from at least 6 samples. Each bar on qPCR graph represents average and SE of three independent samples. All data is presented as mean ± SD unless stated otherwise. Results from student *t*-tests (two-tailed) with *p* < 0.05 was considered significant. *, *p* < 0.05. **, *p* < 0.01. ***, *p* < 0.005.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

## Data Availability

The authors declare that all other data supporting the findings of this study are available within the article and its Supplementary Information files, or are available from the authors upon request. Bulk RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code: GSE159939.

# Supplementary material for: Symmetry breaking of tissue mechanics in wound induced hair follicle regeneration of laboratory and spiny mice
**Source:** Nat Commun. 2021 May 10;12:2595. doi: 10.1038/s41467-021-22822-9
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

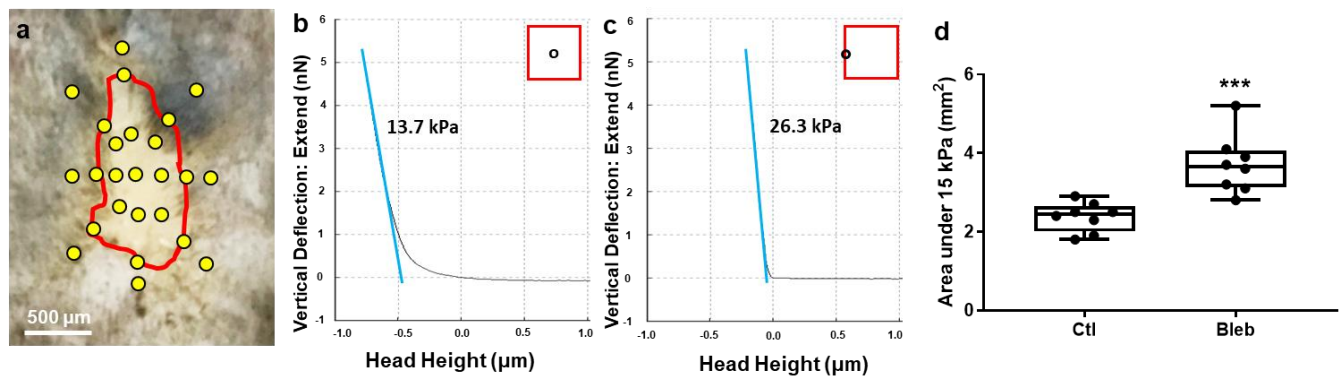

**Supplementary Fig 1. Measuring stiffness of the wound using AFM.** **a**, Illustration of AFM measurements on the respective location of the wound. Yellow dots indicate the location of measurement. Red line demarcates the boarder of the wound. **b-c**, Representative force-distance curve obtained from measurement at the wound center or margin. Red box: wound; black dot: location of the measurement on the wound. Blue line: linear region used to calculate the slope of the force curve. **d**, Graph showing the area of the wound stiffness under 15 kPa in control and Blebbistatin treated wounds at PWD14. In the box plot, center lines show the medians; box limits indicate the 25th and 75th percentiles; whiskers extend 1.5 times the interquartile range.  $p = 0.0005$ , unpaired two-sided  $t$ -test.  $n = 8$  independent biological animals. The image **a** represents 8 out of 8 experiments.

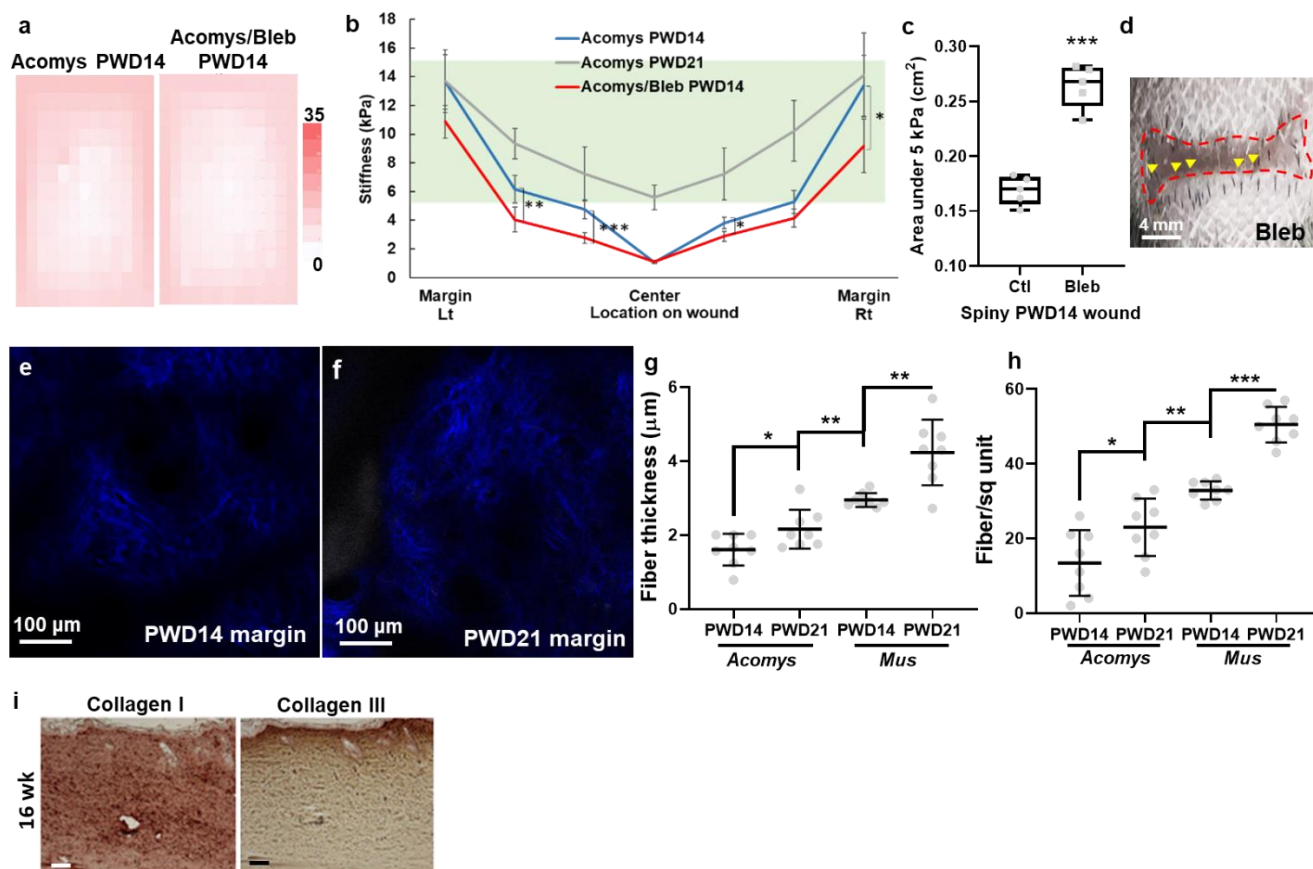

**Supplementary Fig 2. The mechanical characterization of the spiny mouse wound.** **a**, Stiffness heatmap of control and Blebbistatin treated wounds. Colorimetric scale unit: kPa. **b**, Spatial stiffness graph of PWD14, PWD21 and PWD14-Blebbistatin treated Acomys wounds. Green box: morphogenetic range. n = 10 regions examined over 5 biologically independent animals per location per condition. Data are presented as mean values  $\pm$  SD. Comparison between Acomys PWD14 and Acomys/Bleb PWD14,  $p = 0.0381$  at margin right,  $p = 0.0421$  at center-right; \*\*,  $p = 0.0089$ ; \*\*\*,  $p < 0.0001$ . One-way ANOVA, Tukey test. **c**, Area under 5 kPa in control and Blebbistatin-treated PWD14 Acomys wounds. In the box plot, center lines show the medians; box limits indicate the 25th and 75th percentiles; whiskers extend 1.5 times the interquartile range.  $p < 0.0001$ , unpaired two-sided  $t$ -test. n = 5 independent biological animals. **d**, Representative photo of Blebbistatin-treated Acomys wound on PWD28. Yellow arrows indicate the newly formed hair fibers. Red broken line demarcates the wound margin. **e-f**, Collagen fibrils imaged by SHG at the wound margin of PWD14 and PWD28 Acomys wounds, respectively. **g-h**, Dot plots of fiber thickness and fiber density, respectively, quantified from SHG images taken from wound margin of the spiny and laboratory mice on PWD14 and PWD28. Fiber thickness: comparison between Acomys PWD14-PWD21:  $p = 0.0368$ ; between Acomys PWD21-Mus PWD14:  $p = 0.0013$ ; between Mus PWD14-PWD21:  $p = 0.0013$ . Fiber/sq unit: comparison between Acomys PWD14-PWD21:  $p = 0.0361$ ; between Acomys PWD21-Mus PWD14:  $p = 0.0037$ ; between Mus PWD14-PWD21:  $p < 0.0001$ . Data are presented as mean values  $\pm$  SD. n = 8 regions examined over 4 biologically independent animals. One-way ANOVA, Tukey test. **i**, IHC of collagen I and III in 16-week post-operation spiny mouse wounds. The image represents 5 out of 5 experiments performed. Scale: 100  $\mu$ m. The image **a**, **d-f** represent 4 out of 4 experiments.

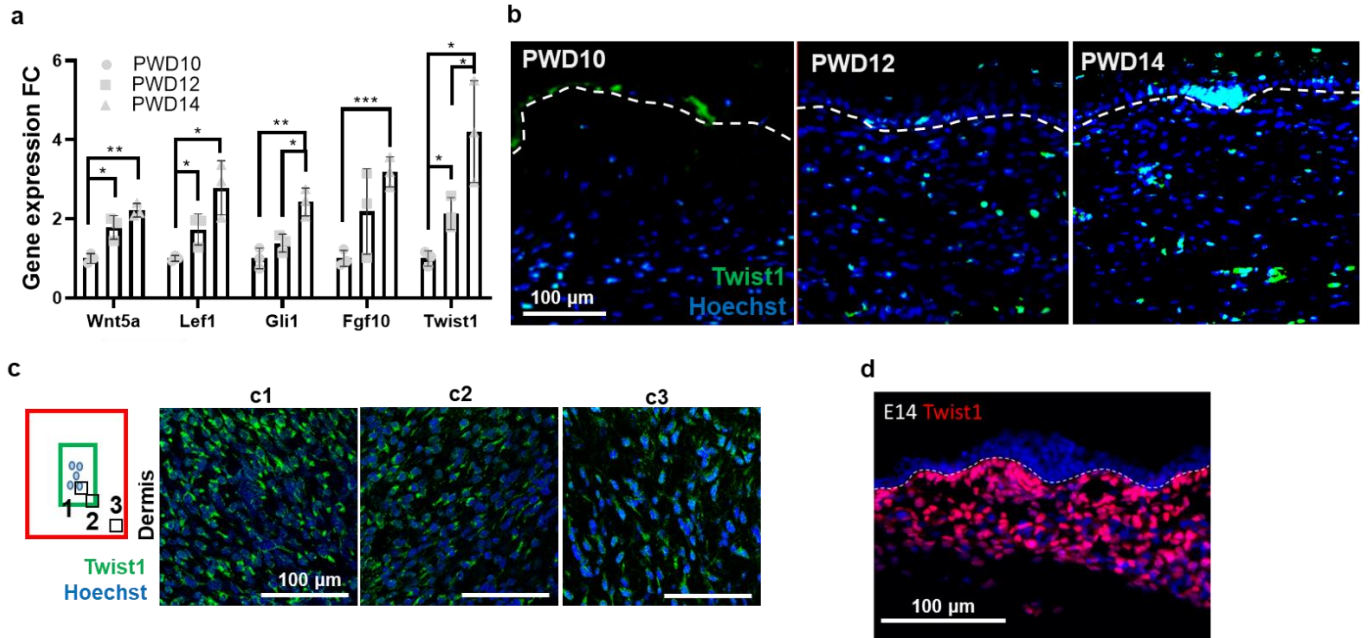

**Supplementary Fig 3. Expression of Twist1 related molecules during WIHN and skin development.** **a**, qPCR gene expression FC of epidermis wound center harvested from PWD10, 12, and 14 laboratory mice. Wnt5a: comparison between PWD10-PWD12,  $p = 0.014$ ; between PWD10-PWD14,  $p = 0.0005$ . Lef1: comparison between PWD10-PWD12,  $p = 0.0335$ ; between PWD10-PWD14,  $p = 0.0107$ . Gli1: comparison between PWD10-PWD14,  $p = 0.0048$ ; between PWD12-PWD14,  $p = 0.0124$ . Fgf10: comparison between PWD10-PWD14,  $p = 0.0009$ . Twist1: comparison between PWD10-PWD12,  $p = 0.0119$ ; between PWD10-PWD14,  $p = 0.013$ ; between PWD12-PWD14,  $p = 0.0133$ .  $n = 3$  biologically independent experiments performed. Data are presented as mean values  $\pm$  SEM. One-way ANOVA, Tukey test. **b**, IHC of Twist1 of PWD10, 12 and 14 wounds of laboratory mice. **c**, Wholemount immunostaining of dermal Twist1 of PWD14 from wound center **c1**, between wound center and margin **c2** and wound margin **c3** regions in the dermis of laboratory mice. The illustration shows the respective location imaged from the wound. Red line: wound margin. Green: morphogenetic zone. Blue dots: de novo hair follicles. **d**, IHC of E14 embryonic laboratory mouse dorsal skin stained against Twist1 and Hoechst. Dotted line demarcates the epidermal-dermal junction. Blue: nucleus. The image **b-d** represent 4 out of 4 experiments.

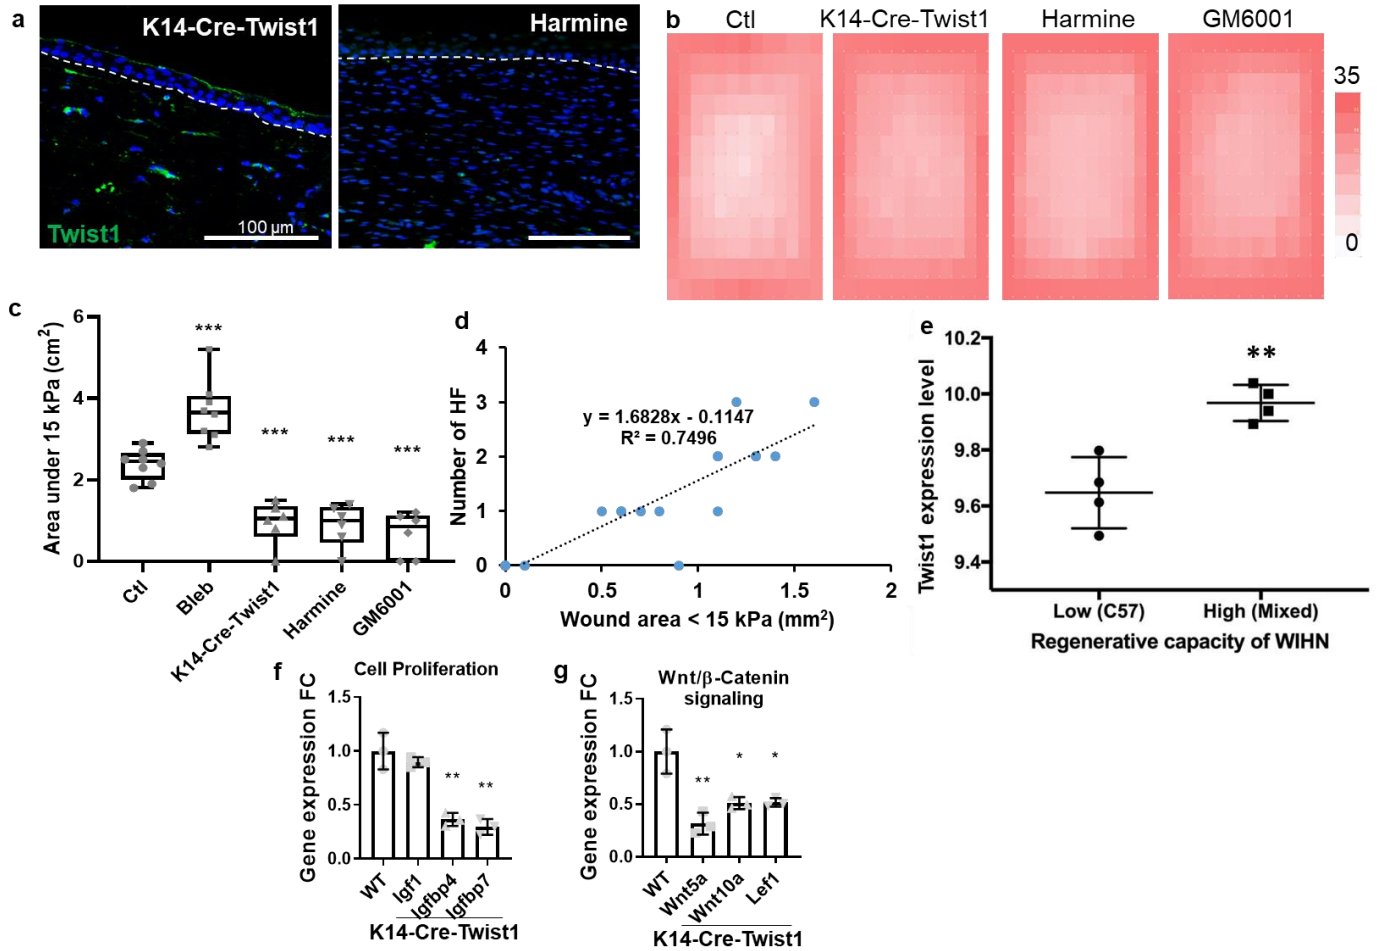

**Supplementary Fig 4. The effects of Twist1-perturbation on wound stiffness and gene expression.** **a**, IHC of PWD14 K14-Cre-Twist1 and Harmine-treated wounds stained against Twist1 and Hoechst. **b**, Stiffness heatmaps of the laboratory mouse wounds under different perturbations. Scale bar unit: kPa. **c**, Changes in wound bed area of stiffness under 15 kPa in various conditions. In the box plot, center lines show the medians; box limits indicate the 25th and 75th percentiles; whiskers extend 1.5 times the interquartile range. All comparisons were made to Ctl. Bleb:  $p = 0.0005$ ; K14-Cre-Twist1, Harmine and GM6001:  $p < 0.0001$ . Unpaired two-sided  $t$ -test.  $n = 6$  biologically independent animals. **d**, Correlation graph of the wound area under 15 kPa and the resultant number of hair follicles. **e**, Twist1 is expressed higher in the wounds of the high regenerative capacity mouse strain.  $n = 4$  biologically independent animals.  $P = 0.004$ , Unpaired two-sided  $t$ -test. Data are presented as mean values  $\pm$  SEM. Mixed: C57BL/6 X FVB X SJL mice. Microarray data from Nelson et al<sup>1</sup>. **f** and **g**, qPCR analysis showing gene expression fold change (FC) related to cell proliferation and Wnt/ $\beta$ -catenin signaling, respectively, in PWD14 epidermis wound center in wild type vs K14-Cre-Twist1 comparison.  $n = 3$  biologically independent samples. Data are presented as mean values  $\pm$  SEM. All comparisons made to WT. *Igfbp4*,  $p = 0.0037$ ; *Igfbp7*,  $p = 0.0028$ . *Mmp13*,  $p = 0.0005$ ; *Itga1*,  $p = 0.0071$ . *Wnt5a*,  $p = 0.0073$ ; *Wnt10a*,  $p = 0.0177$ ; *Lef1*,  $p = 0.0175$ . Unpaired two-sided  $t$ -test. The images **a** represent 4 out of 4 experiments. The images **b** represent 6 out of 6 experiments.

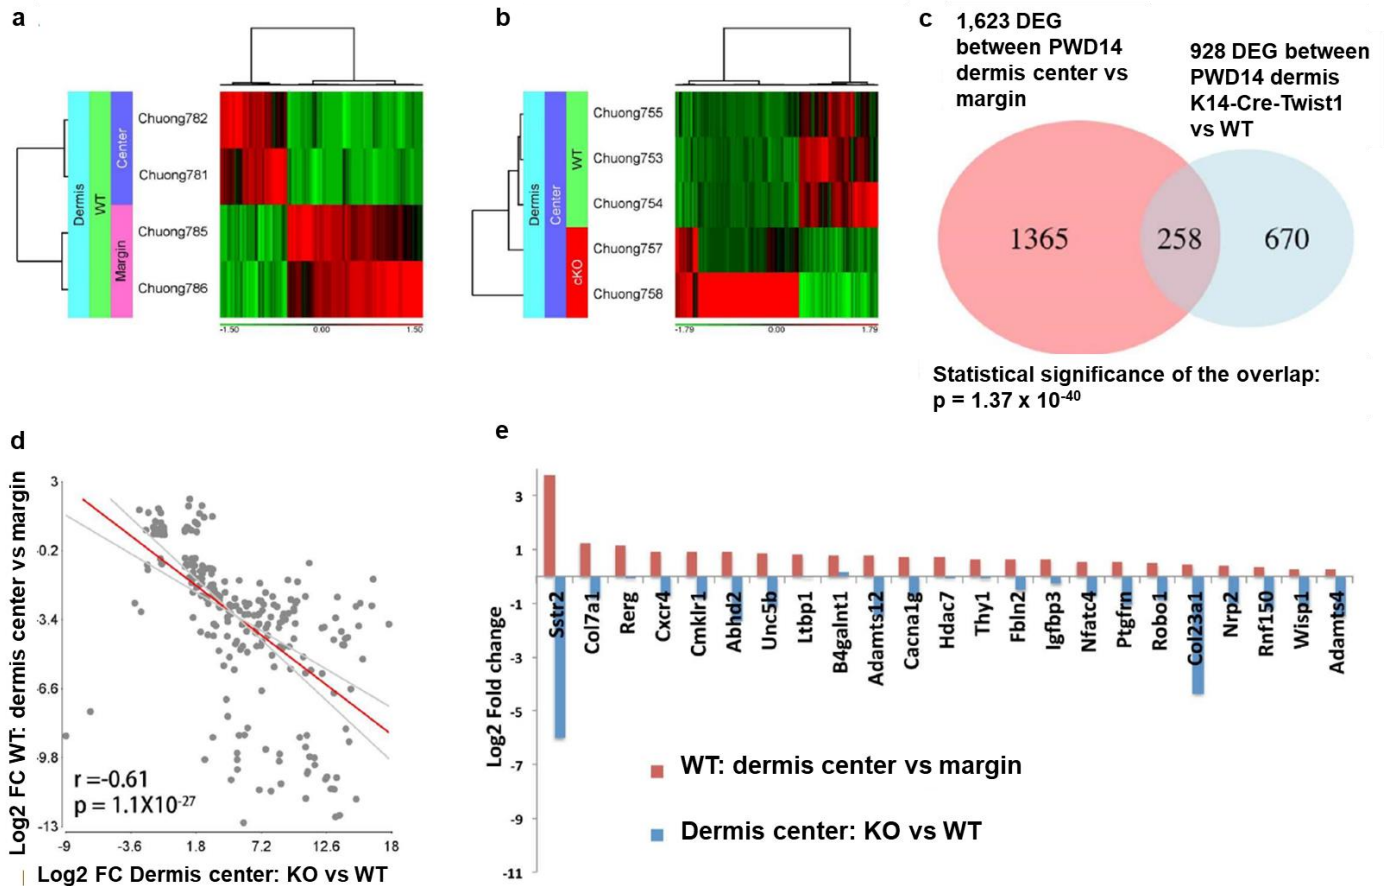

**Supplementary Fig 5. Identifying epidermal Twist1 as a key regulatory gene during WIHN and dermal condensation in both epidermis and dermis.** **a**, Hierarchical clustering of 1623 differentially expressed genes between wild type dermal wound center and wild type dermis wound margin.  $n =$  biologically independent experiments. **b**, Hierarchical clustering of 928 differentially expressed genes between K14-Cre-Twist1 dermis wound center and wild type dermis wound center.  $n = 2$  and  $3$  biologically independent experiments in knockout and wild type mice, respectively. **c**, Venn diagram showing overlapping DEGs from **a** and **b** ( $p = 1.37 \times 10^{-40}$ ). **d**, The gene expression levels of WIHN associated genes that are upregulated in dermis wound center (compared to dermis wound margin) are decreased by the loss of Twist1 in epidermis, and vice versa. The 258 gray dots represent 258 overlapping DEG from **c**. The red and gray lines indicate the regression line and 95% confidence interval lines, respectively. Pearson correlation =  $-0.61$ , and one-tailed  $p = 1.1 \times 10^{-27}$ . **e**, Dermal condensation (DC) signature genes were upregulated in wild-type dermis wound center (compared to margin), which were downregulated in K14-Cre-Twist1.

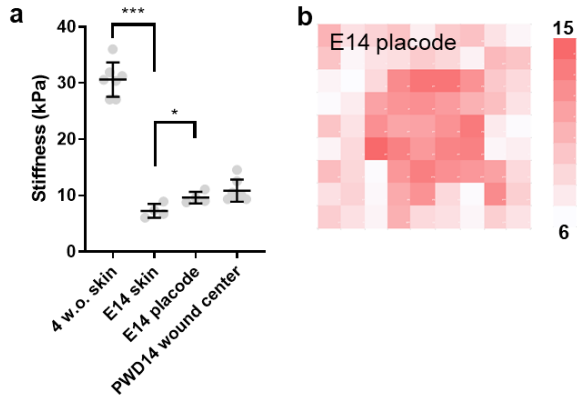

**Supplementary Fig 6. Relative stiffness of adult skin, embryonic skin, developing hair placode and PWD14 wound center.** **a**, Stiffness of 4-week-old (w.o.) skin, E14 skin, E14 placode, and PWD14 wound center. Data are presented as mean values  $\pm$  SEM. \*,  $p = 0.0264$ . \*\*\*,  $p < 0.0001$ . Unpaired two-sided  $t$ -test.  $n = 4$  biologically independent animals in E14 skin and E14 placode.  $n = 7$  biologically independent animals in 4 w.o. skin and PWD14 wound center. **b**, Stiffness heatmap of E14 hair placode. Colorimetric unit: kPa. The image B represents 3 out of 3 experiments.

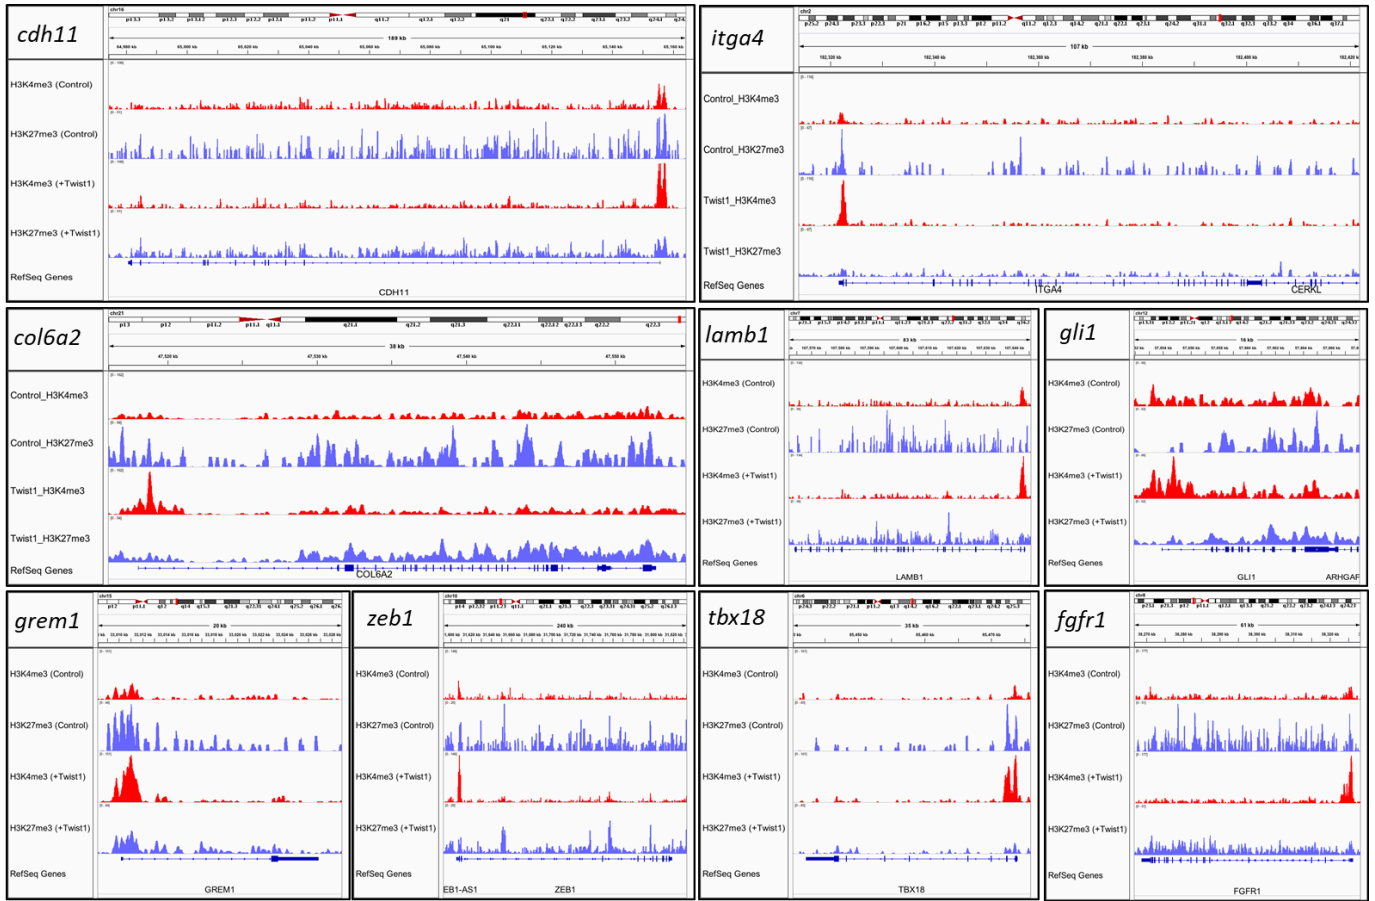

**Supplementary Fig 7. H3K4me3 ChIP-seq analysis showing epigenetic reprogramming following Twist1-mediated overexpression in human epithelial cells.** Twist1 is shown to directly regulate *Cdh11*, *Grem1*, *Zeb1*, *Dkk3*, *Gli1*, *Fgfr1*, *Tbx18*, *Col6a2*, and *Lamb1*. Figures are generated by re-analyzing database from Malouf et al<sup>2</sup>.

**Supplementary Table 1. List of bulk-RNA-seq samples**

| Sample    | Species     | PWD | Tissue    | Region | Treat | RNA-seq read type                   |
|-----------|-------------|-----|-----------|--------|-------|-------------------------------------|
| Chuong806 | Lab mouse   | 14  | Epidermis | Center | WT    | Strand-specific paired-end 75bp     |
| Chuong808 | Lab mouse   | 14  | Epidermis | Center | WT    | Strand-specific paired-end 75bp     |
| Chuong812 | Lab mouse   | 14  | Epidermis | Margin | WT    | Strand-specific paired-end 75bp     |
| Chuong813 | Lab mouse   | 14  | Epidermis | Margin | WT    | Strand-specific paired-end 75bp     |
| Chuong781 | Lab mouse   | 14  | Dermis    | Center | WT    | Strand-specific single-end 75bp     |
| Chuong782 | Lab mouse   | 14  | Dermis    | Center | WT    | Strand-specific single-end 75bp     |
| Chuong785 | Lab mouse   | 14  | Dermis    | Margin | WT    | Strand-specific single-end 75bp     |
| Chuong786 | Lab mouse   | 14  | Dermis    | Margin | WT    | Strand-specific single-end 75bp     |
| Chuong753 | Lab mouse   | 14  | Dermis    | Center | WT    | Strand-specific single-end 75bp     |
| Chuong754 | Lab mouse   | 14  | Dermis    | Center | WT    | Strand-specific single-end 75bp     |
| Chuong755 | Lab mouse   | 14  | Dermis    | Center | WT    | Strand-specific single-end 75bp     |
| Chuong757 | Lab mouse   | 14  | Dermis    | Center | KO    | Strand-specific single-end 75bp     |
| Chuong758 | Lab mouse   | 14  | Dermis    | Center | KO    | Strand-specific single-end 75bp     |
| Chuong536 | Spiny mouse | 0   | Epidermis | N.A.   | WT    | Non strand-specific single-end 75bp |
| Chuong541 | Spiny mouse | 15  | Epidermis | N.A.   | WT    | Non strand-specific single-end 75bp |
| Chuong542 | Spiny mouse | 15  | Epidermis | N.A.   | WT    | Non strand-specific single-end 75bp |
| Chuong545 | Spiny mouse | 20  | Epidermis | N.A.   | WT    | Non strand-specific single-end 75bp |
| Chuong546 | Spiny mouse | 20  | Epidermis | N.A.   | WT    | Non strand-specific single-end 75bp |
| Chuong538 | Spiny mouse | 30  | Epidermis | N.A.   | WT    | Non strand-specific single-end 75bp |
| Chuong533 | Spiny mouse | 0   | Dermis    | N.A.   | WT    | Non strand-specific single-end 75bp |
| Chuong534 | Spiny mouse | 0   | Dermis    | N.A.   | WT    | Non strand-specific single-end 75bp |
| Chuong543 | Spiny mouse | 15  | Dermis    | N.A.   | WT    | Non strand-specific single-end 75bp |
| Chuong547 | Spiny mouse | 20  | Dermis    | N.A.   | WT    | Non strand-specific single-end 75bp |
| Chuong548 | Spiny mouse | 20  | Dermis    | N.A.   | WT    | Non strand-specific single-end 75bp |
| Chuong537 | Spiny mouse | 30  | Dermis    | N.A.   | WT    | Non strand-specific single-end 75bp |

PWD: post-wound day; WT: wild type; KO: K14-Cre-Twist1 conditional knockout; N.A.: not available.

**Supplementary Table 2. Primer table**

| Gene          | Forward Primer         | Reverse Primer          |
|---------------|------------------------|-------------------------|
| <i>Cdh1</i>   | CAGTTCCGAGGTCTACACCTT  | CAGTTCCGAGGTCTACACCTT   |
| <i>Cdh3</i>   | CCATTAGCGTCATATCCAGTGG | CATCAAGGATTTGCACAACGG   |
| <i>Col1a1</i> | GCTCCTCTTAGGGGCCACT    | ATTGGGGACCCTTAGGCCAT    |
| <i>Col4a1</i> | CTGGCACAAAAGGGACGAG    | ACGTGGCCGAGAATTTACC     |
| <i>HGRT</i>   | TCAGTCAACGGGGGACATAAA  | TCAGTCAACGGGGGACATAAA   |
| <i>Igf1</i>   | CACATCATGTCTCTTCACACC  | GGAAGCAACACTCATCCACAATG |
| <i>Igfbp4</i> | AGAAGCCCCTGCGTACATTG   | TTGTTGGGATGTTTCGCTCTCA  |
| <i>Igfbp7</i> | AAGAGGCGGAAGGGTAAAGC   | TGGGGTAGGTGATGCCGTT     |
| <i>Itga1</i>  | TCAAGTTGTGAACTCGTTCGC  | GGGCAATGTCCATCCTCTTA    |
| <i>Lef1</i>   | AACGAGTCCGAAATCATCCCA  | AACGAGTCCGAAATCATCCCA   |
| <i>Mmp2</i>   | CATCAAGGATTTGCACAACGG  | CTTCCGCATGGTCTCGATG     |
| <i>Mmp9</i>   | GCAGAGGCATACTTGTACCG   | GCAGAGGCATACTTGTACCG    |
| <i>Mmp13</i>  | TGTTTGCAGAGCACTACTTGAA | TGTTTGCAGAGCACTACTTGAA  |
| <i>Snai1</i>  | CACACGCTGCCTTGTGTCT    | GGTCAGCAAAAGCACGGTT     |
| <i>Snai2</i>  | CAGCGAACTGGACACACACA   | ATAGGGCTGTATGCTCCCGAG   |
| <i>Twist1</i> | ATAGGGCTGTATGCTCCCGAG  | CGGAGAAGGCGTAGCTGAG     |
| <i>Wnt5a</i>  | ATGCAGTACATTGGAGAAGGTG | CGTCTCTCGGCTGCCTATTT    |
| <i>Wnt10a</i> | CATGCTCGAATGAGACTCCAC  | CATGCTCGAATGAGACTCCAC   |
| <i>Zeb1</i>   | AACGAGTCCGAAATCATCCCA  | GGCGAGGAACACTGAGATGT    |
| <i>Zeb2</i>   | CCACGCAGTGAGCATCGAA    | CAGGTGGCAGGTCATTTTCTT   |

## Supplementary references

- 1 Nelson, A. M. *et al.* dsRNA Released by Tissue Damage Activates TLR3 to Drive Skin Regeneration. *Cell Stem Cell* **17**, 139-151, doi:10.1016/j.stem.2015.07.008 (2015).
- 2 Malouf, G. G. *et al.* Architecture of epigenetic reprogramming following Twist1-mediated epithelial-mesenchymal transition. *Genome Biol* **14**, R144, doi:10.1186/gb-2013-14-12-r144 (2013).

# Supplementary material for: Symmetry breaking of tissue mechanics in wound induced hair follicle regeneration of laboratory and spiny mice
**Source:** Nat Commun. 2021 May 10;12:2595. doi: 10.1038/s41467-021-22822-9
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                          |                                                                                                                                                                                                                                                                                                |
|--------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                      | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used to collect data.                                                                                                                                                                                                                                                                                                                                                                                   |
| Data analysis   | RNA-seq analysis: Partek Genomics Suite 7.18.0723; STAR 2.6.1d; htseq-count 0.6.0; TMM; edgeR 3.26.8; mouse mm10 reference genome, and RefSeq genome annotation (UCSC Genome Browser, 5 June, 2019); QIAGEN IPA (Content Version: 60467501, Build: ing_beryl, Date: 11-20-2020). Tissue stiffness: JPK package software (Data Processing, 6.3.11); MATLAB (R2015b). Wound area: ImageJ/Fiji (1.46). qPCR: pyQPCR (0.9). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Bulk RNA-seq data are accessible at NCBI Gene Expression Omnibus (GEO) database (accession number: GSE159939) and can be downloaded from <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159939>

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The Kolmogorov–Smirnov tests were conducted to test normal distributed random samples. We have calculated sample size based on a 95% confidence level to determine the minimal number of sample size necessary to obtain sufficient statistical power. The number is determined to be three replicates for RT-PCR, two replicates for bulk RNA-seq, and three replicates for control and knock-out experiments. Hence, 3 rounds of 2 or 3 mice per control/experimental group were carried out to achieve the final sample size of 6-8 in this study. Independent triplicates were used for RT-PCR. Independent duplicates were used for bulk-RNA-seq. |
| Data exclusions | No data was excluded                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | 3 independent rounds of 2 or 3 mice per control/experimental group were carried out to achieve the final sample size of 6-8 in this study. Independent triplicates were used for RT-PCR. Independent duplicates were used for bulk-RNA-seq.                                                                                                                                                                                                                                                                                                                                                                                                            |
| Randomization   | Animals were randomly selected                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Blinding        | Blinding was applied during data quantification and interpretation of morphological changes of the wound and histology sections.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Twist1 (ab50887, Cambridge, 1:50), Collagen I (ab34710, Cambridge, 1:50), Collagen III (ab7778, Cambridge, 1:50), MMP9 (N2C1, GTX100458, GeneTex, 1:50), Snai1 (13099-1-AP, Proteintech, 1:50), P-cadherin (13773-1-AP, Proteintech, 1:50), E-cadherin (20874-1-AP, Proteintech, 1:50) and Zeb2 (14026-1-AP, Proteintech, 1:50). |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Validation

Twist1 (ab50887): validated to react with mouse by the manufacturer; applied in mouse IHC-P by Bai et al., Development 140:3395-402 (2013).

Collagen I (ab34710): validated to react with mouse IHC-P by the manufacturer; applied in mouse IHC-P by Tessier S et al. Dev Biol 455:369-381 (2019).

Collagen III (ab7778): validated to react with mouse IHC-P by the manufacturer; applied in mouse IHC-P by Munji RN et al. Nat Neurosci 22:1892-1902 (2019).

MMP9 (GTX100458): orthogonal validation by the manufacturer, validated to react and to be applied in mouse IHC-P; applied in mouse IHC-P by Murata K et al. J Nat Med 75 (1):142-155 (2021).

Snai1 (13099-1-AP): KD/KO validated by the manufacturer. Validated to react and to be applied in mouse IHC by Wang Y et al., Chemosphere doi: 10.1016/j.chemosphere.2020.128870. Epub 2020 Nov 4.

P-cadherin (13773-1-AP): Validated by the manufacturer to react in mouse and in IHC application; also used in Li et al., Int J Biol Sci Mar 10;15(5):953-961. eCollection (2019).

E-cadherin (20874-1-AP): KD/KO validated by the manufacturer. Validated to react and to be applied in mouse IHC by Cao N et al., Oncotarget Sep 20;7(38):61093-61106 (2016).

Zeb2 (14026-1-AP): KD/KO validated by the manufacturer. Validated to react and to be applied in mouse IHC by Qu Y et al., Eur J Cancer. Nov;49(17):3718-28 (2013).

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                              |
|----------------------------------------------------------------------|------------------------------------------------------------------------------|
| Cell line source(s)                                                  | 293T (ATCC® CRL-3216™)                                                       |
| Authentication                                                       | Short tandem repeat (STR) profiling was used to authenticate 293T cell line. |
| Mycoplasma contamination                                             | 293T cell line was tested negative for Mycoplasma.                           |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No misidentified cell line was used in this study.                           |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                      |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57Bl/6J mouse (4-week-old), K14-Cre-Twist1 mouse (4-week-old), wild type Twist1+/+ mouse (4-week-old), African spiny mouse (Acomys cahirinus, 2-month-old). Both sexes were used.   |
| Wild animals            | No wild animal was involved.                                                                                                                                                         |
| Field-collected samples | No field-collected sample was involved.                                                                                                                                              |
| Ethics oversight        | All animal work was performed according to the approved animal protocol, guidelines and regulations for the care and use of laboratory animals of University of Southern California. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

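RNA-seq counts were read for 25 libraries, 13 of laboratory mouse wounds at PWD14 and 12 of spiny mouse wounds. The laboratory mouse libraries were 4 of epidermis (2 of wound center and 2 of wound margin) and 9 of dermis (5 of wild-type wound center, 2 of wild-type wound margin and 2 of K14-Cre-Twist1 wound center). The spiny mouse libraries were 6 of epidermis and 6 of dermis, from whole wounds at PWD0, 14, 21 and 28. Each library's condition was taken from its label, and the division of the wild-type wound center dermis libraries from the library names printed in Supplementary Fig. S5a and b.

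For each library, the authors deposited raw counts per gene symbol, without normalization or filtering. Per the paper's methods, the authors aligned reads to the mm10 genome with STAR 2.6.1d and counted them with htseq-count 0.6.0 on the RefSeq annotation of the UCSC Genome Browser, and then used TMM normalization and edgeR 3.26.8 with a p-value or FDR under 0.05. The paper's text does not name the edgeR test or a filter on low counts. Each file held 24500 gene symbols and 5 summary lines of htseq-count, which are not genes and were left out. Of the symbols, 23535 were found in the RefSeq table that gave the chromosome positions on GRCm38.

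Reads on genes ranged from 19413261 to 86532134 per laboratory mouse library, with a median of 23219721, and from 5669760 to 34751956 per spiny mouse library. Low alignment quality set aside between 23.3% and 34.4% of the reads of laboratory mouse libraries. The smallest amount taken as detectable was 3 counts, and a fold change against a group at or under that amount in every library is given as a lower bound, computed against that amount in the library where it is largest. Intervals and floors cover counting error only.

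All tests across genes were run in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1), with TMM normalization, the filterByExpr function with its default settings, a prior count of 0.125, the quasi-likelihood test and Benjamini-Hochberg adjustment over all tested genes. The comparisons were wound center against wound margin in epidermis (2 against 2 libraries), the same in dermis (2 against 2), K14-Cre-Twist1 against wild-type wound center dermis (2 against 3), PWD14 against PWD21 in spiny mouse epidermis (2 against 2) and PWD21 against PWD0 in spiny mouse dermis (2 against 2). Standard errors of log2 fold changes are the size of the log2 fold change over the square root of its F statistic. The test was checked on simulated counts in which every gene had the common dispersion of the comparison and 200 genes had a log2 fold change of 3. The difference between the center-margin contrasts of epidermis and dermis was tested as an interaction term.

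Genes of the paper's tables and figures were matched by symbol. Named singly are the genes the text or Fig. 3c, 3d, 4c and 4d names, and in each comparison the 5 genes in each direction with the largest log2 fold change among those with an FDR under 0.05, or an unadjusted p-value under 0.05 where fewer than 5 had that FDR, whose groups did not overlap and whose mean was at least 1 CPM. Not every gene that meets this rule is given. Members of the longer lists that are named beyond these were chosen after their values were seen. The symbols Tp53inp1, C6orf15, Mmp1, Mmp23b, Ctsv, Klk3 and Lgals7/Lgals7b were not found and were left out.

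Shared genes of the dermis comparisons were tested with a 1-sided Fisher's exact test against the genes tested in both. For the spiny mouse, the time point with the highest mean TMM CPM was taken for each gene with a mean of at least 1 CPM, and the share of a list at a time point was given a Wilson 95% interval and compared with 10000 random lists matched on mean expression. Cell types were followed with lists of marker genes, given as list medians. Summaries and plots used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

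The alternatives were DESeq2 1.42.0, the likelihood ratio and exact tests of edgeR, RLE normalization, no low-count filter, at least 10 counts in every library, all libraries of a species or tissue in one fit, all 5 wild-type wound center dermis libraries in both dermis comparisons, each library left out in turn and, for the spiny mouse peaks, no TMM factor, no minimum and a minimum of 10 CPM. The quasi-likelihood estimate of edgeR 3 was added after the values were seen, as was the KO against the other 2 wild-type wound center dermis libraries, whose Xist and Ddx3y counts are like those of the KO. Pathway and upstream enrichments from IPA and the enrichment of the published DC gene set were not analysed here, since their gene sets are not printed in the paper. Bias by GC content or gene length was not tested.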

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

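The interaction test and the tests of sex, by either set of wild-type libraries, and of keratinocyte RNA given here were chosen only after the results of the separate comparisons were seen, and the test of muscle RNA and the separate comparisons were chosen before the data were examined.

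The change between wound center and wound margin differed between epidermis and dermis. An interaction term had an FDR under 0.05 in 511 of 15531 tested genes (2481 with an unadjusted p-value under 0.05), and in 499 of the 511 the center-to-margin ratio was higher in the epidermis. Twist2 was among them, with a difference in log2 fold change of 2.74 (FDR = 0.0368 from edgeR's quasi-likelihood test). For Twist1 the difference was 1.61 (standard error 0.72, FDR = 0.333), so that its increase in the epidermis is not shown to differ from that in the dermis. A technical explanation is keratinocyte RNA in the dermis margin libraries, since the 14 keratinocyte marker genes had a median of 73.3 and 159 CPM there and of 12.1 and 9.04 CPM in the wound center dermis. Genes at least 2-fold higher in spiny mouse epidermis than dermis made up 44.8% of the 511 genes, under the 0.5 share set for this explanation and above the share that would have spoken against it. With the laboratory mouse epidermis as the reference the share was 58.5%, but those libraries enter the contrast, so that this test could not come out freely. The epidermis libraries were also read from both ends and the dermis libraries from one, an effect that was not tested. For Twist2 keratinocyte RNA in the dermis margin is not an explanation by its direction, since the difference came from the epidermis (log2 fold change 3.01, against 0.39 in the dermis). Dermal RNA in the wound center epidermis would give that direction, with fibroblast marker genes rising by a median of 2.05 in the epidermis and 0.36 in the dermis, and was not tested over the 511 genes. Hair shaft and adipocyte genes were also lower in the center than in the margin dermis. Their median log2 fold changes were -11.45 (15 of 15 genes lower) and -8.68 (7 of 7 tested genes lower). The pattern as a whole cannot be told apart from RNA carried over between the layers, or from a difference in tissue between the wound regions.

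Between the KO and wild-type wound center dermis, signals appeared in genes that the paper does not discuss. Xist was at least 4099-fold lower in the KO, with 0 counts in both KO libraries, while Ddx3y was at least 548.3-fold and Ifi202b at least 799.8-fold higher, each with 0 counts in the 3 wild-type libraries. The sex of the animals was tested with 5 sex-linked genes, and 5 of them were counted in every library of one group and in none of the other. This is consistent with KO tissue from males and wild-type tissue from females. The other 2 wild-type wound center libraries, those compared with the margin, had 0 counts of Xist and 2259 and 2037 counts of Ddx3y, the pattern of the KO libraries, and a comparison of the KO with them was chosen after seeing the values. Against them 1197 of 13802 genes had an unadjusted p-value under 0.05, where about 690.1 would pass by chance. Of the 1631 genes of the comparison as made, 28.5% kept their direction with that p-value, between the limits set for and against sex as the cause. Without regard to the p-value, 1391 of the 1594 genes tested in both kept their direction, 10 reversed with an unadjusted p-value under 0.05, and 19 of the 23 DC genes stayed lower. Both fits share the KO libraries, which favors the same direction, and with 2 libraries in each group a loss of the p-value does not show that a difference is absent. The wild-type sets also differed in genes that are not sex-linked. The mean was 35.6 CPM for Mmp9 and 23.6 CPM for Snai1 in the other 2 libraries, against 303 and 71.5 CPM in the 3. Changing the wild-type set is therefore not a test of sex alone. Against the other 2 wild-type libraries, Ddx3y no longer differed (log2 fold change -0.26), while Ifi202b did (14.35, FDR = 0.0418). Tnxb went from a log2 fold change of 3.30 (FDR = 0.0474) to 0.89 (FDR = 0.644) in edgeR's quasi-likelihood test. Ifi202b is not sex-linked and had from 2128 to 16431 counts in the wild-type epidermis libraries, and the cause of its difference was not tested.

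Keratinocyte marker genes had a list median of 20.2 and 846 CPM in the KO dermis libraries, against at most 0.588 CPM in the 3 wild-type libraries. Of the 8 genes with an FDR under 0.05 in this comparison, 3 were sex-linked, 4 were at least 2-fold higher in laboratory mouse epidermis than in wound center dermis and 1, Tnxb, was neither. Among the genes higher in the KO with an unadjusted p-value under 0.05, 43.8% were at least 2-fold higher in spiny mouse epidermis than dermis, against 11.4% of all tested genes and 3.89% of those lower in the KO. That is under the 0.5 share set for keratinocyte RNA as the cause. With the laboratory mouse libraries as the reference the share was 52.8%, but the wild-type dermis enters both sides of that test. Skeletal muscle RNA in one KO library was to be tested by the ratio of the muscle list medians, but the median was 0 CPM in both KO libraries and in 2 of the 3 wild-type libraries, so that no ratio could be formed and the test decides nothing. Of the 20 muscle genes 9 were tested, and 0 of them had an unadjusted p-value under 0.05. Epidermis carried over when the layers were separated and keratinocyte genes expressed in the KO dermis could each give these values, and no test separated them. Against the other 2 wild-type libraries the keratinocyte genes were higher as well, with a median log2 fold change of 5.07, so that sex alone would not give this. Ifi202b followed neither, with 2660 and 2521 counts in the KO libraries where Krt14 had 8467 and 102131 counts, and with a difference kept against the other wild-type libraries. The 6 tested neutrophil marker genes were all lower in the KO, 3 with an unadjusted p-value under 0.05. Their median log2 fold change was -2.60, further down than the fibroblast median of -0.52, and the cause was not tested. As compared here, the differences between KO and wild type other than that of Ifi202b cannot as a set be told apart from keratinocyte RNA or from sex. That of Ifi202b is not thereby shown to come from the loss of Twist1. The paper bred the KO by crossing mouse lines, and a difference in genetic background was not tested for Ifi202b or the other genes.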

How the results depend on the processing

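No test in this part was chosen to explain a change, and the edgeR 3 quasi-likelihood estimate and the comparison of the KO with the other 2 wild-type wound center libraries were chosen only after the results were seen. No paired analysis was possible because the labels give each library its own number and do not say which libraries came from the same animal.

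The number of genes with an unadjusted p-value under 0.05 between wound center and wound margin epidermis stayed between 2392 and 3330 in all alternatives. The number with an FDR under 0.05, 176 with the quasi-likelihood test, was 1511 with DESeq2, 1533 with the likelihood ratio test, 1374 with the exact test, 493 with all libraries in one fit and 0 with the edgeR 3 estimate, which left 2893 genes with an unadjusted p-value under 0.05. With all libraries in one fit the median log2 fold change of all genes moved from -0.02 to 0.10. The genes with an unadjusted p-value under 0.05 then divided into 1754 higher and 638 lower, against 1860 and 1468.

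In the dermis, wound center against wound margin, 2329 genes had an unadjusted p-value under 0.05, which became 1516 with at least 10 counts in every library and 1083 with all libraries in one fit. At an FDR under 0.05, 125 genes stood against 738 with DESeq2, 886 with the likelihood ratio test, 497 with the exact test, 5 with all libraries in one fit, 323 with all 5 wild-type wound center libraries and 54 with the edgeR 3 estimate.

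Between KO and wild type, 1631 genes had an unadjusted p-value under 0.05, against 2604 with DESeq2, and from 811 to 1085 across the 3 fits that each left out one wild-type library. At an FDR under 0.05, 8 genes stood against 787 with DESeq2, 214 with the likelihood ratio test, 177 with the exact test, 131 with all libraries in one fit, 190 with all 5 wild-type libraries, 1 with the other 2, 2 with the edgeR 3 estimate and from 1 to 2 with one wild-type library left out. With at least 10 counts in every library it was 0, where 1273 genes had an unadjusted p-value under 0.05. The number of DC genes of Supplementary Fig. S5e lower in the KO with an unadjusted p-value under 0.05 was 10. It became from 5 to 6 with one wild-type library left out. With the other 2 wild-type libraries it was 3, and these 3 genes were not among the 10. The number for Fig. 5r, 11, became 0 there. The cause of these changes was not tested. In simulated counts with the common dispersion of this comparison given to every gene, DESeq2 recovered 32.0% of changed genes and also called 75 unchanged genes. The quasi-likelihood test recovered 0% there. Real genes differ in their dispersion, so that this is not the power of the comparison itself, where the test called 8 genes. A low count at such variation does not show few differences.

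The genes with an unadjusted p-value under 0.05 in both dermis comparisons, 439, were 288 with the exact test, 229 with at least 10 counts in every library, 232 with all libraries in one fit and 274 with the edgeR 3 estimate. With an FDR under 0.05 in both, 1 was shared. Their correlation stayed negative in every alternative that was run, from -0.948 with all 5 wild-type libraries, where the comparisons share libraries, to -0.326 with the likelihood ratio test. The share of proliferation genes highest at PWD14 in the spiny mouse epidermis, 39.2%, fell to 23.1% without a TMM factor, where the share of all genes also fell, from 33.1% to 16.6%.

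Several log2 fold changes reversed direction. The log2 fold change of Stat3 in the epidermis, 0.00, was -0.00244 with DESeq2, -0.00105 with the likelihood ratio and exact tests, -0.000549 with RLE normalization and -0.00106 with the edgeR 3 estimate. With all 5 wild-type wound center libraries, the center-to-margin values in the dermis were -0.22 for Twist1, -0.10 for Twist2 and 0.60 for Stat3, and the KO values -0.17 for Twist2 and 0.18 for Thy1. With the other 2 wild-type libraries, the KO values were -0.69 for Twist2, 0.00996 for Snai1, 1.64 for Mmp9, 0.57 for Stat3, 0.15 for Adamts12, 0.70 for Thy1, 0.052 for Fbln2, -0.26 for Ddx3y and -0.41 for Eif2s3y. With one library left out in turn, the KO values ran from -0.65 to 0.32 for Twist1, from -11.83 to 0.94 for Rerg, from -0.64 to 0.41 for Ltbp1, from -0.21 to 0.086 for Hdac7 and from -0.22 to 0.11 for Thy1. Untested values crossed 0 too, from -0.69 to 0.80 for Zeb1 in the spiny mouse epidermis, from -1.05 to 1.15 for Col23a1 and from -0.03 to 0.43 for Twist1 between wound center and margin dermis and from -1.21 to 0.59 for Mmp28 in the spiny mouse dermis, among others. The cause was not tested.

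Among the values of single genes in the alternatives other than leaving 1 library out, 1122 kept their direction and their side of the threshold, 57 became weaker, 33 stronger and 19 reversed. With one library left out in turn, 524 stayed as they were, 131 untested values moved by more than the spread between replicates, 16 became weaker, 2 stronger and 5 reversed. Counts of genes split by direction stayed within 1.5 times their value in 127 cases and moved further in 45, and with one library left out 4 stayed and 8 moved. Where an arm was left with 1 library, no test was made.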

Differences from the paper's values

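No test in this part was chosen after the results were seen, apart from the edgeR 3 quasi-likelihood estimate and the comparison of the KO with the other 2 wild-type wound center libraries.

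The paper gives 20 placode genes as upregulated in the wound center epidermis, and 13 of them had an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, DESeq2 gave 14, no low-count filter 14 and all libraries in one fit 16, which lie within a factor of 1.5 of the paper's 20. The likelihood ratio test, the exact test and RLE normalization gave 13 and at least 10 counts in every library 12, which do not. Col3a1 passed with DESeq2, Dpysl3 without a low-count filter and Dpysl3, Meg3, Ppic and Timp2 with all libraries in one fit, while Pde5a and Igf2bp2 passed under none of these settings.

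The paper gives 928 DEG between K14-Cre-Twist1 and wild-type wound center dermis, against 1631 here. Of the alternatives set before the data were examined, the likelihood ratio test gave 1351, the exact test 1123, at least 10 counts in every library 1273, and leaving out one wild-type library from 811 to 1085, all within a factor of 1.5 of the paper's number. DESeq2 (2604), RLE normalization (1670), no low-count filter (1730), all libraries in one fit (2409) and all 5 wild-type libraries (1711) did not close the gap. The edgeR 3 quasi-likelihood estimate gave 1179 and the other 2 wild-type libraries 1197, both chosen after seeing the values.

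The paper gives 258 DEG shared by the dermis comparisons, against 439 here. Of the alternatives set before the data were examined, the likelihood ratio test gave 341, the exact test 288, at least 10 counts in every library 229, all libraries in one fit 232 and leaving out one wild-type library from 299 to 341, within a factor of 1.5 of the paper's number. DESeq2 (466), RLE normalization (443), no low-count filter (502), all 5 wild-type libraries (554) and an FDR under 0.05 in both (1) did not. The edgeR 3 quasi-likelihood estimate, chosen after seeing the values, gave 274.

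The paper gives 23 DC signature genes as higher in the wound center and lower in the KO dermis. All 23 were higher in the wound center here and 22 were lower in the KO, but 10 were lower with an unadjusted p-value under 0.05. None of the alternatives set before the data were examined closed this gap, with from 5 to 15 genes, the most with all libraries in one fit. Settings that called genes outside the 10 were DESeq2, all libraries in one fit, all 5 wild-type libraries, the likelihood ratio and exact tests, no low-count filter, at least 10 counts in every library and 2 of the fits without 1 wild-type library. B4galnt1, Fbln2, Hdac7, Igfbp3, Ltbp1, Rerg and Thy1 passed under none of these settings or the edgeR 3 estimate. Against the other 2 wild-type libraries, chosen after seeing the values, 3 genes passed, Cacna1g, Cxcr4 and Ltbp1. Robo1, Col23a1, Nrp2, Rnf150, Wisp1 and Adamts4, which the paper also calls higher in the wound center, did not pass there, and all but Wisp1 did with all 5 wild-type libraries.

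The paper gives 31 DC signature genes as lower in the KO dermis, against 11 here. None of the alternatives set before the data were examined closed this gap, with from 8 to 14 genes, and against the other 2 wild-type libraries, chosen after seeing the values, 0 passed. Vipr2 passed in addition with DESeq2, the likelihood ratio and exact tests, all libraries in one fit, 1 of the fits that left out a wild-type library and the edgeR 3 estimate chosen after seeing the values, Rnf150 with DESeq2 and all libraries in one fit, and Adamts4 with all libraries in one fit. The paper states that all of these genes fell, and 15 were higher in the KO with an unadjusted p-value under 0.05.

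Of 255 tested genes of Table 1, which the paper lists as DEG, 233 had an unadjusted p-value under 0.05. The paper counts 114 transcription factors of Table 3 as upregulated, and 102 had an unadjusted p-value under 0.05. Srebf1, Aes, Cited4, Zfp219, Asb1, Irf5, Atf6b, E2f7, Barx2, Ehmt2, Btg2 and Elk3 did not, and with DESeq2 all of these but Asb1 did. Zyx, which Fig. 3e draws as a changed target, did not pass, and passed with DESeq2, the likelihood ratio test, the exact test and all libraries in one fit. Wnt10a and Wnt10b, which Fig. 3c names, did not pass, and Wnt10a did with DESeq2, the likelihood ratio and exact tests and no low-count filter. Asb1 and Wnt10b passed under none of the settings run.

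The paper states that Zeb2 peaked on PWD14 in the dermis, where its mean was 188 CPM against 551 CPM at PWD21. Fig. 4c, read by eye, draws Twist1 lowest at PWD28 and Zeb1 and Tgfb1 highest at PWD0, while in the dermis libraries Twist1 was lowest at PWD0, Zeb1 highest at PWD21 and Tgfb1 highest at PWD14.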

Other observations

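The tests of endothelial RNA, of a dermal share over all genes, of epidermis-enriched genes in the correlation, of the DC genes, of the KO against the other 2 wild-type libraries and of the profiles of Fig. 4c were chosen only after the results were seen.

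Dermal RNA is a candidate source of mesenchymal transcripts in the wound center epidermis. The 15 fibroblast marker genes rose in the wound center by a median log2 fold change of 2.05, 1.10 times that of Twist1, and the 10 endothelial marker genes by 4.21. The share of dermal RNA from the endothelial markers was 0.740 of that from the fibroblast markers, which was 3.53% in the wound center. In the wound margin the marker sets disagreed, with 0.757% from the fibroblast and 0.168% from the endothelial markers. With that share, the Twist1 CPM predicted in the wound center was 0.436 of the CPM observed, between the 0.5 set for dermal RNA as the source and the 0.2 set against it. With the wild-type libraries of the KO comparison as the reference the ratio was 0.204. By list medians, an estimate tried after the first value was seen, it was 0.826. For Twist2 and Snai1 it was 0.310 and 0.448, or 0.140 and 1.29 with the wild-type libraries of the KO comparison, and for Tcf23 it was 0. Over the 1860 genes higher in the wound center with an unadjusted p-value under 0.05, the difference predicted reached 0.5 of the difference observed in 21.2%, and in 9 of 102 transcription factors of Table 3, 8 of 13 placode genes and 43 of 72 ECM genes. The increase of Twist1 cannot be told apart from dermal RNA in these libraries, and expression by epidermal cells would give the same direction. By Xist and Ddx3y, 1 of the 2 wound margin libraries was from a female and the other 3 from males, and without that library the log2 fold change of Twist1 was 0.98.

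The lower values of DC signature genes in the KO could follow from a smaller share of dermal RNA in the KO libraries. The fibroblast marker genes fell by 0.52 on the log2 scale between KO and wild type, 0.643 of the median of the 23 DC genes, past the 0.5 set for this explanation. Their list median was 3420 and 1901 CPM in the KO libraries and 5074, 3850 and 4790 CPM in the wild-type libraries. The endothelial marker genes went the other way, with a median log2 fold change of 0.25 and 8 of 10 higher in the KO, which a smaller share of all dermal RNA would not give. The macrophage and neutrophil marker genes went the way of the fibroblast genes. Their medians were -0.28, with 9 of 10 lower, and -2.60, with 6 of 6 tested genes lower. Against the other 2 wild-type libraries the fibroblast median was -0.02 and that of the 23 DC genes -0.43. The explanation is not settled, and a loss of DC gene expression together with fibroblast genes would give the values of the comparison as made.

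The negative correlation of the shared dermis genes was recomputed without genes of other tissues. Muscle, adipocyte and hair shaft marker genes, with genes that follow the muscle list, were not among the 439 genes, so that r was -0.589 with or without them. Without the genes at least 2-fold higher in spiny mouse epidermis than dermis, r was -0.519 over 189 genes, where random subsets of as many reached at most -0.434. This is past the limit set against keratinocyte RNA in the margin and KO libraries as the source of the correlation. Over all tested genes, however, r went from -0.270 to -0.0164 without such epidermis-enriched genes (12178 genes), and to 0.0852 with the laboratory mouse reference. Little of the correlation over all genes was thus left. Without the genes at least 2-fold higher in laboratory mouse epidermis than in wound center dermis, r was -0.0225 over the genes left, while random subsets of as many reached at most -0.411. That choice removes genes low in the wild-type wound center, the reference of both comparisons, so the test could not come out freely. Against the wild-type libraries of the KO comparison alone, with limits of 2, 4, 8 and 32-fold, r was -0.00278, -0.178, -0.202 and -0.279. The correlation cannot be told apart from a contribution of keratinocyte RNA. The 4 libraries of the center-margin comparison all had 0 counts of Xist and from 2037 to 3611 of Ddx3y, so that sex differs in the KO comparison only and would not by itself give opposite changes in both.

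In the dermis, skeletal muscle marker genes had a median log2 fold change of -1.38 between wound center and wound margin, with 3 of 8 tested genes lower at an unadjusted p-value under 0.05. This lies between the limits set for muscle RNA in the margin, which therefore cannot be told apart from a difference between the wound regions.

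The comparison with the most genes called, in the spiny mouse, had 0.765 times the median library depth of that with the fewest, in the laboratory mouse. Within each species, however, comparisons with deeper libraries had more calls, so that an effect of depth there cannot be told apart from other differences between the comparisons. The share of genes with 0 counts in spiny mouse libraries was 0.799 of that in laboratory mouse libraries thinned to the same depth, where alignment to the laboratory mouse genome was expected to raise it. Tissue and time points differ as well, and low alignment quality set aside from 38.0% to 60.5% of the spiny mouse reads against 23.3% to 34.4%, so that an effect of the alignment cannot be told apart.

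For 3 of the 4 genes in Fig. 4c (Twist1, Zeb2 and Zeb1), the highest and lowest time points as drawn, read by eye, were those of the epidermis libraries, and for 0 of the 4 those of the dermis libraries. A candidate explanation is that the profiles drawn in Fig. 4c come from the epidermis libraries, which only the authors can settle.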
